# Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds

**DOI:** 10.1186/s12864-019-5765-3

**Published:** 2019-05-14

**Authors:** Guosong Wang, Long Jin, Yan Li, Qianzi Tang, Silu Hu, Hengyong Xu, Clare A. Gill, Mingzhou Li, Jiwen Wang

**Keywords:** Adipogenesis, Goose, Transcriptome

## Abstract

**Background:**

Dysregulation of adipogenesis causes metabolic diseases, like obesity and fatty liver. Migratory birds such as geese have a high tolerance of massive energy intake and exhibit little pathological development. Domesticated goose breeds, derivatives of the wild greyleg goose (*Anser anser*) or swan goose (*Anser cygnoides*), have high tolerance of energy intake resembling their ancestor species. Thus, goose is potentially a model species to study mechanisms associated with adipogenesis.

**Results:**

Phenotypically, goose liver exhibited higher fat accumulation than adipose tissues during fattening (liver increased by 3.35 fold than 1.65 fold in adipose), showing a priority of fat accumulation in liver. We found the number of differentially expressed genes in liver (13.97%) was nearly twice the number of that in adipose (6.60%). These differentially expressed genes in liver function in several important lipid metabolism pathways, immune response, regulation of cancer, while in adipose, terms closely related to protein binding, gluconeogenesis were enriched. Typically, genes like *MDH2* and *SCD,* which have key roles in glycolysis and fatty acids metabolism, had higher fold change in liver than in adipose tissues. Three hundred two differentially expressed long noncoding RNAs involved in regulation of metabolism in liver were also identified. For example, lncRNA *XLOC_292762*, which was 5.7 kb downstream of *FERMT2,* a gene involved phosphatidylinositol-3,4,5-trisphosphate binding, was significantly down-regulated after the high-intake feeding period. Further investigation of documented obesity-related orthologous genes in goose suggested that understanding the evolutionary split from mammals in adipogenesis will make goose fatty liver a better resource for future research.

**Conclusions:**

Our research reveals that goose uses liver as the major tissue to regulate a distinct lipid synthesis and degradation flux and the dynamic expression network analyses showed numerous layers of positive responses to both massive energy intake and possible pathological development. Our results offer insights into goose adipogenesis and provide a new perspective for research in human metabolic dysregulation.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5765-3) contains supplementary material, which is available to authorized users.

## Background

The balance of energy storage and energy expenditure is critical for normal adipose deposition and lipid metabolism. Adipose tissue has been recognized as a major endocrine organ and acts as the host for adipogenesis in mammals [1]. Excessive energy intake results in an increase in the volume and weight of adipocytes and causes dysregulation of lipid metabolism in the body [2]. Such dysregulation is reflected by variable lipid deposition in different adipose tissues, and it is usually associated with abnormal liver lipid accumulation, which can lead to steatosis and obesity [3]. In contrast to mammals, migratory birds show distinct lipid deposition patterns and use liver instead of adipose tissue as the main organ for lipid metabolism [4–6].

As a typical species domesticated from a migratory bird, goose (*Anser anser or Anser cygnoides*) has a completely different mechanism of lipid deposition from mammals and from some terrestrial poultry, such as chicken [7, 8]. A goose has the capability of depositing excess lipid in its liver. Research has demonstrated that the formation of goose fatty liver shares similar phenotypic changes with human non-alcoholic fatty liver, but differs in pathological development because goose fatty liver only shows a low level of inflammation and other immune responses [7, 9, 10]. This distinct difference in the phenotype indicates that goose fatty liver might become a resource for better understanding lipid deposition in birds and for human fatty liver research. Previous research on the synthesis and delivery of fatty acids focused on goose liver without considering adipose tissues [7, 11, 12]. To explore the dynamic genetic pattern behind the regulation of lipid deposition in goose, we have built a weight-gain model to investigate the mechanism. We collected and performed RNA-seq on liver, subcutaneous adipose, and abdominal adipose to better understand the expression network. Through comprehensive analysis, we showed that goose regulates lipid metabolism differently to mammals and that liver plays the most important role in this metabolic process. We envision that goose is a model for understanding lipid metabolism.

## Results

### Phenotypic changes of liver and adipose tissues after high-intake feeding

Body weight increased 32.3% by the end of the fattening process (*p*-value = 8.30*10^− 4^, fold-change = 1.32) and the high intake group was significantly heavier beginning at day 10 of the fattening period (Fig. 1a, Additional file 7). Tissues related to lipid metabolism were heavier after fattening, with liver increasing the most in relative weight by 3.35 fold (*p*-value = 0.0011, Fig. 1b, Additional file 8), comparing to abdominal adipose increased by 1.65 fold. Moreover, after we assessed the lipid content of liver, we found it increased drastically from 6.22 ± 0.83% to 73.56 ± 1.14% (Fig. 1c), which largely contributed to the increased weight of the fatty liver. Red oil staining followed by integrated optical density (IOD) also confirmed substantial lipid deposition in liver (Fig. 1c, Additional file 1).

**Fig. 1:**
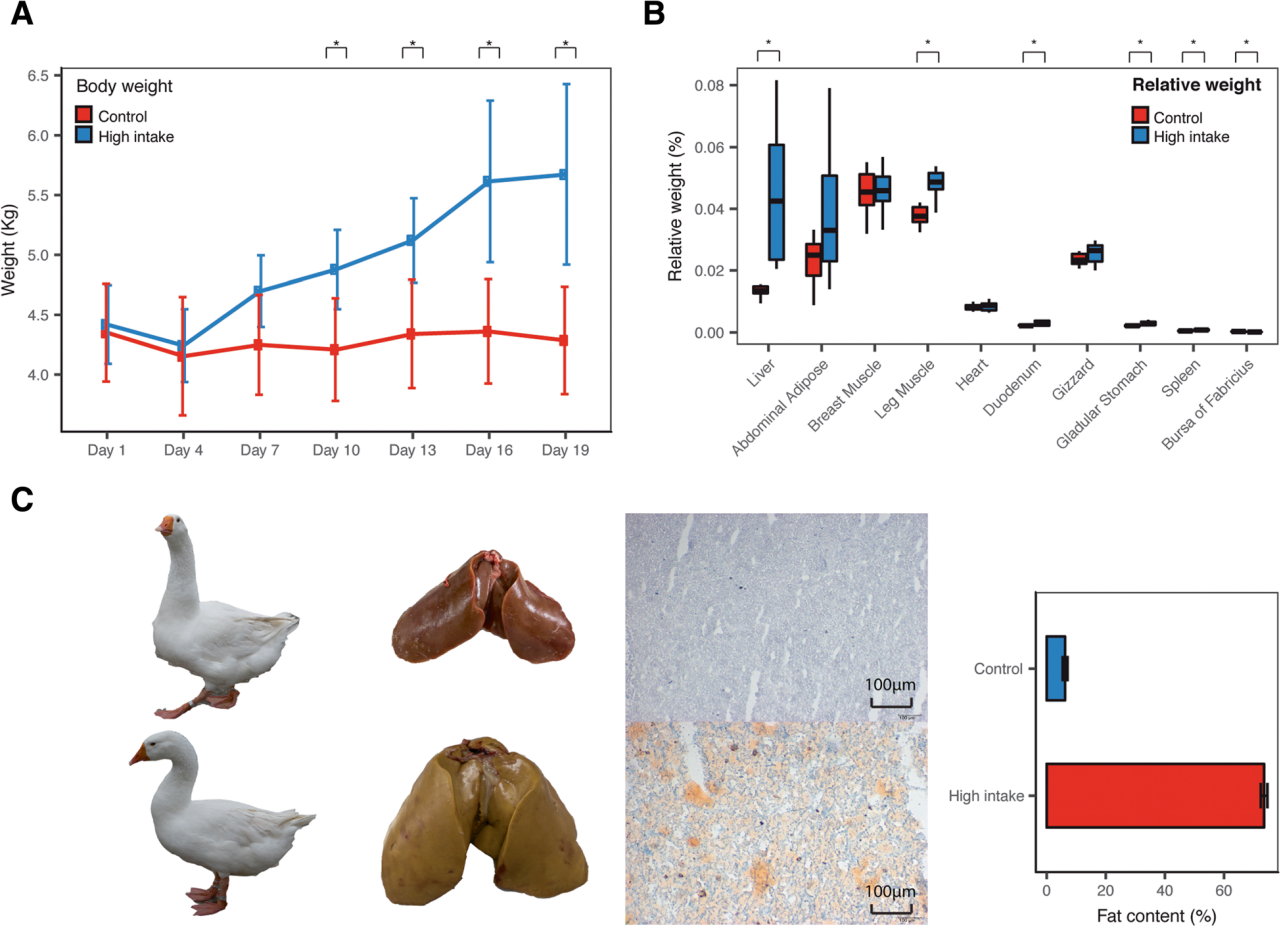
Phenotypic differences between normal and high-intake fed geese. **a** Sequential changes in weight. **b** Absolute weight and relative weight of tissues. Relative weight = absolute weight/body weight. **c** Enlarged photos of liver, corresponding frozen sectioned red oil staining and Soxhlet extraction of lipid content of livers. Photos of geese and livers were taken from the geese used in this study

### Transcriptomic difference of liver and adipose tissues after high-intake feeding

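RNA from liver, abdominal adipose and subcutaneous adipose of 3 control geese and 3 high-intake geese gave 18 libraries, 3 per tissue and feeding group. The 3 tissues of a goose share its number, C1 to C3 in the control group and T1 to T3 in the high-intake group. For RNA isolation the paper's methods name the RNeasy Mini Kit, whereas the sample labels name Trizol. The authors depleted ribosomal RNA, sequenced paired-end reads, mapped them to the goose genome with Tophat2 and estimated FPKM for each library with Cufflinks. The files list protein-coding genes and 1701 lncRNAs on the scaffolds of the goose assembly. Their values were read as log2(FPKM + 1), a scale that the paper's text does not name, and converted back to FPKM. Fragment counts are not part of these values, so the depth behind each one is unknown and no interval for counting error is given. The sum of FPKM over the mRNAs was 387525 to 438339 in the livers and 221093 to 394709 in the adipose libraries other than C2-SA, where it was 107522. A value of exactly 0 can also be an abundance estimate that failed, so genes at that value are described as listed at 0. For tests, mRNAs were taken as log2(FPKM + 1) and lncRNAs as log2(FPKM + 0.1), and the genes with a mean FPKM above 0.1 over the compared libraries were kept. Differences were tested in both directions with limma's moderated test, with Benjamini-Hochberg (BH) adjustment over all genes tested and a threshold of 0.05. Lists of pathway and marker genes, the rule for naming genes and the alternative settings were written before the data were examined. An exact permutation test of 1 gene in 3 geese against 3 cannot give a p below 0.1.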

To investigate dynamic expression changes induced by high-intake feeding, we generated an average of ~ 11.50 Gb high-quality RNA-seq data. We identified an average of 77.44% protein-coding genes with FPKM ≥0.1 and 1702 putative lncRNAs (Most lncRNAs were sense intergenic lncRNAs (44.6%), followed by divergent lncRNAs, and other 3 categories, Additional file 2). These lncRNAs showed similar expression characteristics with other research [13].

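Over the 18 libraries, 83.0% ± 4.47 (SD, n = 18) of the protein-coding genes in the files reached an FPKM of 0.1, with a range of 78.1% to 95.5%. The share was 78.9% ± 0.632 (SD, n = 3) in control livers and 78.7% ± 0.979 in high-intake livers. In abdominal adipose it was 84.9% ± 1.46 in the control group and 83.6% ± 0.280 in the high-intake group, and in high-intake subcutaneous adipose it was 81.7% ± 0.483. The control subcutaneous adipose libraries spread more widely, at 84.5% in C1-SA, 95.5% in C2-SA and 90.3% in C3-SA. Counting genes that reached an FPKM of 1 moved the average most, to 64.5%, and counting those above 0 gave 92.3%. Of the 20868 genes in the annotation of the assembly, 14709 are protein-coding. The paper's 77.44% equals the mean of its 3 tissue counts as a share of all 20868, a denominator other than the one used here.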

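Averaged over the libraries, the median FPKM was 0.133 ± 0.107 (SD, n = 18) for lncRNAs and 3.06 ± 0.843 (SD, n = 18) for mRNAs. Of the 1701 lncRNAs, 37.9% to 78.95% reached an FPKM of 0.1 in every library except C2-SA, where 95.8% did. With the mean taken over the 6 libraries of a tissue, 812 lncRNAs exceeded this level in liver, 1019 in abdominal adipose and 1373 in subcutaneous adipose.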

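The share of variance was estimated with a principal variance component analysis written from lme4 mixed models on the components holding 60% of the variance, 3 in each data set. For the mRNA profiles, tissue accounted for a share of 0.856, feeding for 0.085, tissue by feeding for 0.0038 and the residual for 0.055. For the lncRNA profiles, the shares were 0.702 for tissue, 0.099 for feeding, 0.134 for tissue by feeding and 0.065 for the residual. Over the fits that each left out 1 library, the SD of the feeding share was 0.012 for mRNAs and 0.0089 for lncRNAs. On FPKM without a log the tissue share of the lncRNAs fell furthest, to 0.189. Without C2-SA, the tissue by feeding share of the lncRNAs was 0.062.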

There were substantial differences between tissues in both mRNA profiles and lncRNA profiles (weighted average proportion variance = 0.47 and 0.55, respectively), followed by either interaction between treatment and tissue (weighted average proportion variance = 0.16 in mRNA profiles) or treatment (weighted average proportion variance = 0.16 in lncRNA profiles), indicating the major driver of the differences in expression is tissue, and the treatment effect on lncRNA expression patterns is bigger than mRNA expression patterns (Additional file 3).

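Average-linkage clustering on 1 minus Pearson's r put the 6 liver libraries in one cluster and the 12 adipose libraries in the other when the mRNA profiles were divided into 2 clusters. Division into 3 clusters set C2-SA apart alone, and division into 4 also set T2-AA apart, whereas on FPKM without the log neither stood apart at these divisions. The highest r between any 2 mRNA profiles was 0.984, and no 2 libraries held identical values.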

Unsupervised clustering also recapitulated the distinct expression pattern between liver and adipose tissues (Fig. 2a). 

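Division of the mRNA profiles into 5 clusters parted the 3 control livers from the 3 high-intake livers, while adipose libraries of both feeding groups stayed together. With Spearman's rho in place of Pearson's r, or with genes of a mean FPKM above 0.1, the 6 livers remained in 1 cluster at that division, and without the log T1-L and T2-L each stood alone. Profiles of the same feeding group had a mean r higher than profiles of different groups by 0.018 in liver, 0.011 in abdominal adipose and 0.011 in subcutaneous adipose. In each tissue, the real grouping gave the largest difference among the 10 divisions of the 6 libraries (exact permutation test, p = 0.1, the smallest that 3 geese against 3 allow), except on FPKM without the log in abdominal adipose, where 2 of the 10 were as large. Whether the differences are unequal between tissues was not tested on these correlations.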

Tissue-dominated clustering patterns and the distinct between-group liver clustering patterns revealed the overwhelming differences between tissues, and liver was more affected by treatment. Within-group correlation between tissues also confirmed the lower correlation between adipose and liver than between two adipose tissues (Fig. 2b). 

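In the control group, Pearson's r across the mRNAs averaged 0.745 ± 0.021 (SD over 9 pairs of libraries) between liver and abdominal adipose, 0.741 ± 0.031 between liver and subcutaneous adipose, and 0.956 ± 0.016 between both adipose tissues. In the high-intake group the averages were 0.766 ± 0.019, 0.738 ± 0.014 and 0.967 ± 0.010. Every pair of adipose libraries from different tissues exceeded every liver-adipose pair of the same group, the lowest at 0.936 and the highest liver-adipose value at 0.788. These correlations run across genes, which are not independent replicates. Without the log the liver-adipose averages moved most, down to 0.185 in the high-intake group.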

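The library C2-SA had a mean r of 0.935 with the 11 other adipose libraries across mRNAs, the lowest among the 12 adipose libraries, and T2-AA followed at 0.946. Across lncRNAs, C2-SA reached 0.579, and the other adipose libraries 0.810 to 0.848. Spearman's rho also put C2-SA lowest, at 0.923 for mRNAs and 0.438 for lncRNAs. On FPKM without the log C2-SA was not lowest. It had 0.931 across mRNAs beside 0.904 in C2-AA, and 0.987 across lncRNAs beside 0.9195 in C3-AA. Marker genes of 8 cell types were compared between C2-SA and the average of C1-SA and C3-SA on log2(FPKM + 1). The 30 skin keratinocyte genes with values had a median log2 difference of 0.11, at percentile 27.5 among 10000 random lists of genes with matched expression. Their most abundant member, PPL, was at FPKM 49.5 in C2-SA, 149 in C1-SA and 127 in C3-SA. Of the 30, only 7 had a mean FPKM above 1 in C1-SA and C3-SA, so the list rests mostly on genes of low expression. Skeletal muscle genes lay at percentile 2.64 with a median difference of 0.08, and hepatocyte genes at percentile 0 with -2.26. For smooth muscle and adipocyte genes the percentiles were 89.3 and 89.5 with median differences of -0.75 and -1.44. Erythrocyte genes were at percentile 22.9 (-0.70), lymphocyte genes at 97.4 (0.10) and nerve genes at 85.5 (0.11). Of the 862 mRNAs under an FPKM of 0.1 in all 15 libraries outside control subcutaneous adipose, 75.8% reached that level in C2-SA, 35.8% in C3-SA and 7.19% in C1-SA. Of the 3787 genes above an FPKM of 10 in both C1-SA and C3-SA, 99.6% were lower in C2-SA, with a median log2 difference of -1.39.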

Control-group sample C2-SA showed lower correlation to adipose tissues in general, we hypothesize that this sample is partially contaminated with tissues such as skin.

**Fig. 2:**
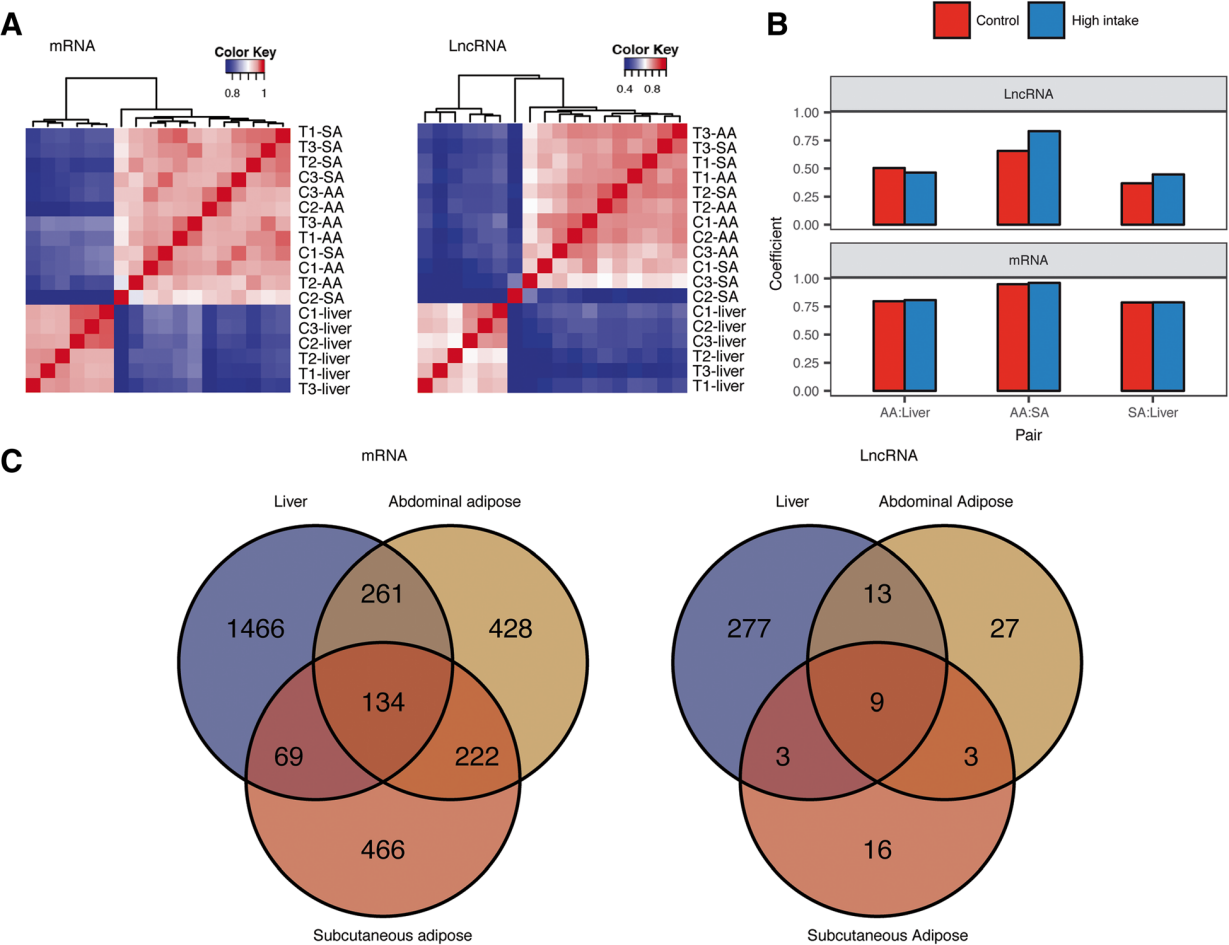
Transcriptomic changes for each tissue and each group. **a** Pearson’s correlation matrix for mRNA profiles and lncRNA profiles. **b** Within-group correlation of each pair of tissues. **c** Venn diagram of number of differentially expressed genes between normal fed geese and high-intake fed geese. AA – abdominal adipose, SA – subcutaneous adipose. T – high-intake group, C – control group

### Protein coding genes involved in dynamic lipid metabolism

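Tissues were compared within each feeding group with 3 libraries per tissue. Between liver and abdominal adipose of control geese, 7767 of 12422 genes passed an adjusted p of 0.05 in limma, with 2362 higher in liver and 5405 lower. Between liver and subcutaneous adipose of control geese there were 4716 of 13257, and 7040 without goose C2 or 2239 without goose C3. High-intake geese gave 6913 of 12363 genes for abdominal adipose and 7012 of 12253 for subcutaneous adipose. The share of genes higher in liver depends on the scaling: centring each library on its median changed it from 2362 of 7767 to 4696 of 7660 in the first comparison. The comparison of both adipose tissues gave 37 of 13444 genes in control geese and 6 of 12327 in high-intake geese. With the goose as a block, the control comparison of both adipose tissues gave 386 genes, all 37 among them, and without goose C2 and no block it gave 1.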

We found more than 6000 DEGs between liver and adipose tissues (under both normal and high-intake feeding conditions), compared to only ~ 400 DEGs between the two adipose tissues. 

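High-intake against control geese gave 257 genes in liver with an adjusted p under 0.05 in limma (149 higher, 108 lower) among 11752 with a mean FPKM above 0.1. Abdominal adipose gave 11 of 12526 genes, 11 of them higher, and subcutaneous adipose gave 283 of 13264 (157 higher, 126 lower). At an unadjusted p under 0.05 there were 2833 genes in liver, 2545 in abdominal adipose and 1703 in subcutaneous adipose. The alternative that moved the liver count most was leaving out C1-L, which gave 0 genes. Abdominal adipose gave 245 genes without C1-AA and 0 without C3-AA. Subcutaneous adipose gave 715 without C1-SA and 4 without C2-SA. Centring each library on its median left 304, 6 and 38 genes in the 3 tissues. The median gene was higher in high-intake geese by 0.04 in liver, 0.13 in abdominal adipose and 0.30 in subcutaneous adipose on the log2 scale, the last following the low median of C2-SA. In subcutaneous adipose limma's estimate gave every gene the spread of the fitted trend (infinite prior degrees of freedom), so its p-values take no account of a gene's own spread. The test was also tried on values simulated from the liver means and spreads with independent normal errors, with 200 of 11752 genes changed. It recovered 85% of changes of 2 on the log2 scale, with 8 false calls among 178, and 0% of changes of 1. Only genes with a mean log2(FPKM + 1) above 2 were changed, and neither adipose tissue was simulated.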

We identified 1930 DEGs in liver (13.97% of 13,815 expressing genes with FPKM > 0.1), compared to 1045 (6.60% of 15,829 genes with FPKM > 0.1) and 891 DEGs (4.73% of 18,839 genes with FPKM > 0.1) in abdominal adipose and subcutaneous adipose after high-intake feeding, respectively (Fig. 2c). The detection of more than twice the number of DEGs in liver compared to adipose, and the large number of liver-specific DEGs supports the hypothesis that liver has a role in lipid metabolism during high-intake feeding.

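No DEG was shared by liver and abdominal adipose, 13 were shared by liver and subcutaneous adipose and 7 by both adipose tissues, which left 244 DEGs in liver only. Of the liver DEGs also tested in abdominal adipose, 202 changed in the same direction there, and of the 249 tested in subcutaneous adipose, 187 did. A test of the difference itself, the feeding by tissue interaction with the goose as a block, gave 9 of 12445 genes for liver against abdominal adipose and 219 of 12755 for liver against subcutaneous adipose (limma, adjusted p under 0.05). Without goose C2 the latter count was 8, and median centring of the libraries left 69, of which 55 were among the 219. Without a block, the counts were 17 and 27. From the larger number of DEGs in liver and the number found in liver alone, the paper draws backing for a hypothesis, that the liver takes part in lipid metabolism when feed intake is high.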

As expected from the changes observed in phenotype, DEGs found in liver were significantly involved in metabolic pathways such as amino acids metabolism, carbon metabolism, and immune response. These genes tended to be functional in ATP binding, protein binding, oxidation-reduction process, and gluconeogenesis (Fig. 3a). 

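Changes of 21 lists of pathway genes were tested with limma's camera at a preset correlation between genes of 0.01 and BH adjustment over the 21 lists of a tissue. In liver 14 lists passed an adjusted p of 0.05, with 11 higher and 3 lower, and 7 of the 14 also passed under fry: fatty acid and triacylglycerol synthesis, lysosome, cell cycle, endoplasmic reticulum protein processing, PI3K-Akt, cGMP-PKG and angiogenesis. Amino acid metabolism was higher in 48 of 61 genes (median log2 change 0.31, adjusted p = 1.9e-04, limma camera), and the citric acid cycle in 21 of 23 (0.54, adjusted p = 5.7e-04), neither past the threshold under fry. Among lists of immune genes, phagosome genes were higher in 14 of 23 (0.25, adjusted p = 0.293), inflammatory signalling genes in 19 of 31 (0.13, adjusted p = 0.988) and complement and coagulation genes in 23 of 41 (0.14, adjusted p = 0.992), none past the threshold.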

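Gluconeogenesis genes were higher in 14 of 17 in high-intake livers, with a median log2 change of 0.64 (adjusted p = 0.012, limma camera), which was 0.12 and no longer past the threshold without T1-L, and 0.35 and not past it without T3-L. Glutathione metabolism, which serves oxidation-reduction, was higher in 21 of 31 genes (0.26, adjusted p = 0.037). Fatty acid and triacylglycerol synthesis was higher in 24 of 34 genes (0.37, adjusted p = 0.0012) and fatty acid beta-oxidation in 22 of 27 (0.41, adjusted p = 0.0058). Gluconeogenesis, glutathione metabolism and beta-oxidation did not pass under fry. Protein processing in the endoplasmic reticulum rose in 54 of 62 genes (0.45, adjusted p = 2.5e-07).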

Similar enrichment of DEGs found in abdominal adipose and subcutaneous adipose was observed and most of the enriched pathways and GO terms were related to metabolism as expected. 

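In abdominal adipose 18 of the 21 pathway lists passed an adjusted p of 0.05 in limma's camera, 16 higher and 2 lower, and 11 of the 18 also did under fry. In subcutaneous adipose 14 lists passed, 13 higher and 1 lower, and none did under fry, where 0 lists had even an unadjusted p under 0.05. Amino acid metabolism was higher in 57 of 61 genes in abdominal adipose (median log2 change 0.75, adjusted p = 5.7e-07) and in 50 of 61 in subcutaneous adipose (0.54, adjusted p = 0.0038), neither past the threshold under fry. These medians include the higher median of all genes in the high-intake adipose libraries. Other divisions of the 6 libraries of a tissue also moved many lists, with a median of 9 lists in abdominal adipose and 12 in subcutaneous adipose.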

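Genes with a LOC name or a mean FPKM of 1 or less were left out of the rankings that follow. Of the remaining DEGs of abdominal adipose, the 3 with the largest rise and no overlap between groups were OCA2, GABRA4 and TRPA1, none of which the paper names. OCA2 (gene7465) lies on scaffold NW_013185695.1 from 2123987 to 2329076. Its FPKM was 0.157 ± 0.044 (SD, n = 3) in control and 8.17 ± 2.90 (SD, n = 3) in high-intake abdominal adipose, a log2 change of 2.93 (SE 0.25, adjusted p = 0.020, limma), past the threshold in 3 of 6 fits without 1 library and not without C2-AA, C3-AA or T3-AA. GABRA4 rose from 1.34 to 16.2 (2.89, adjusted p = 0.020) and TRPA1 from 0.156 to 6.38 (2.61, adjusted p = 0.032), the latter not past the threshold after median centring, and each past it in 2 of the 6 fits, those without C1-AA and T2-AA. In subcutaneous adipose OCA2 rose from 0.517 to 10.9 (2.90, adjusted p = 5.3e-13) and COL4A5 from 3.10 to 29.9 (2.80, adjusted p = 8.5e-07), neither past the threshold without C2-SA, and COL4A5 not after median centring. SUN1 was listed at 0 in C1-SA, C2-SA and C3-SA, beside 59.4, 38.6 and 69.8 in T1-SA, T2-SA and T3-SA, and was also listed at 0 in C1-L and T1-AA. TFPI2 (-1.68, adjusted p = 0.048) and SCIN (-1.55, adjusted p = 0.049) fell most there and passed the threshold in none of the 6 fits, nor with a pseudocount of 0.1. AMDHD1 fell from 5.58 to 1.40 (-1.37, adjusted p = 0.0065) and passed in 2 of them, those without C1-SA and T1-SA.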

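The 3 DEGs with the largest rise in liver, among those left by the same filters and with no overlap between groups, were GPT2, CDHR5 and RBP7. GPT2 (gene10994), alanine aminotransferase 2, lies on the minus strand of scaffold NW_013185734.1 from 1742123 to 1756763. Its FPKM was 15.7 ± 4.23 (SD, n = 3) in control livers and 397 ± 183 (SD, n = 3) in high-intake livers, a log2 change of 4.52 (SE 0.34, adjusted p = 0.015, limma). With each library left out in turn the change was 4.17 to 4.77, and the adjusted p exceeded 0.05 only without C1-L. CDHR5 rose from 0.295 to 20.1 (log2 change 3.99, adjusted p = 0.015) and RBP7, which had FPKM values of 1851 to 3347 in the adipose libraries other than C2-SA, from 0.821 to 28.3 (3.95, adjusted p = 0.018), each past the threshold in 5 of 6 such fits, again except without C1-L. Largest among the falls were those of RGN, from 601 to 91.6 (-2.92, adjusted p = 0.043), ADAMTS18, from 14.2 to 1.77 (-2.41, adjusted p = 0.045), and ITIH4, from 199 to 46.2 (-2.15, adjusted p = 0.029). These passed the threshold in 2, 1 and 3 of the 6 fits without 1 library and failed in all 3 cases without C1-L.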

The changes in metabolic processes were related to up-regulation of expression in the liver upon excess energy intake (Additional file 4). We also noticed that down-regulated DEGs were more involved in immune response, especially cancer-related pathways (Additional file 4). 

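Angiogenesis genes had the smallest adjusted p among the lower lists in liver, with 5 of 46 genes higher (median log2 change -0.44, adjusted p = 1.9e-08, limma camera). Collagen and extracellular matrix genes had a median log2 change of -0.17 that did not pass the threshold (adjusted p = 0.121). Cell cycle and mitosis genes, which belong to cancer-related pathways as well, were higher in 67 of 68 genes (0.77, adjusted p = 5.6e-24), and lysosome genes in 46 of 54 (0.47, adjusted p = 2.7e-06). Other divisions of the livers also moved many lists, so these p-values alone do not tie the changes to feeding.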

The association between expression changes and little or no pathological development in goose should be further investigated.

**Fig. 3:**
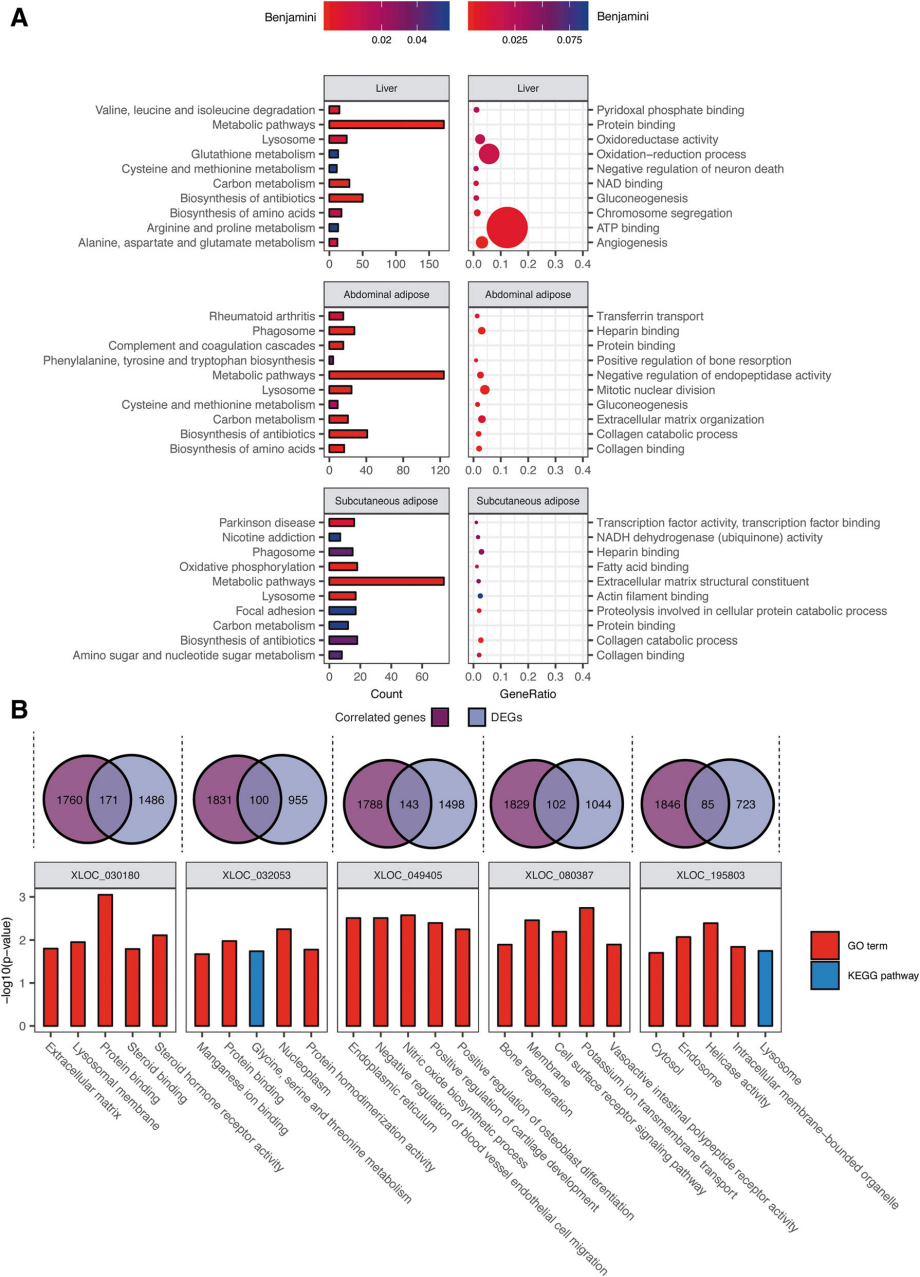
Enrichment of differentially expressed genes and lncRNA-correlated genes. **a** Top 10 GO/KEGG pathways of differentially expressed genes in liver, abdominal adipose and subcutaneous adipose. Left – enrichment of KEGG pathways, right – enrichment of GO terms. **b** Exhibition of the enrichment results of 5 lncRNAs correlated with differentially expressed genes (DEGs). Correlated genes were defined as genes associated with lncRNAs that have correlation coefficients over 0.80 and *p*-value < 0.05

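The mRNA table holds all 14 genes of this set: AK3, ATP5B, ATP6, ATP8, MDH2, MFN1, ND1, ND2, ND3, ND4, ND4L, ND5, ND6 and VDAC2. In each tissue the mean FPKM of all 14 was above 0.1. ATP8, which lies at 9033 to 9200 on the mitochondrial genome NC_023832.1, was listed at 0 in C2-L, C3-L, T1-L, T2-L, T1-AA, C1-SA and T3-SA, beside FPKM values up to 3311 in C3-SA.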

We found expression of 14 out of 20 previously identified goose mitochondria and important nuclear mitochondria-related genes [14]. The mitochondrial genes did not show a substantial response to high-intake feeding and most did not exhibit significant changes in expression in the 3 tissues we examined (Additional file 5). 

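None of the 14 genes passed an adjusted p of 0.05 in limma in any tissue. At an unadjusted p under 0.05 there were 2 in liver, 2 in abdominal adipose and 4 in subcutaneous adipose. In high-intake geese 3 were higher and 11 lower in liver, 7 and 7 in abdominal adipose, and 6 and 8 in subcutaneous adipose. The 13 mitochondrially encoded proteins as a list were lower in 13 of 13 in liver (median log2 change -0.32, adjusted p = 0.128, limma camera), a median of 0.03 without T2-L and -0.81 without T3-L. This list was lower past the threshold in abdominal adipose (-0.22, adjusted p = 0.0069) and subcutaneous adipose (-0.99, adjusted p = 3.0e-04), with 2 and 3 of 13 genes higher, but neither held under fry. Without C3-AA the median was -0.01, and without T3-SA it was -0.53, and neither passed.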

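Genes of the mitochondrial matrix were higher in 61 of 73 in liver (median log2 change 0.43, adjusted p = 5.0e-06, limma camera), in 68 of 73 in abdominal adipose (0.53, adjusted p = 2.9e-07) and in 69 of 73 in subcutaneous adipose (0.64, adjusted p = 4.7e-04). Nuclear genes of oxidative phosphorylation were higher in 51 of 55 in liver (0.39, adjusted p = 4.5e-05), 53 of 55 in abdominal adipose (0.66, adjusted p = 6.9e-11) and 55 of 55 in subcutaneous adipose (0.88, adjusted p = 2.7e-06). None of the matrix results passed under fry, nor did those of oxidative phosphorylation in liver and subcutaneous adipose.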

Gene enrichment analysis showed that nuclear genes related to the mitochondrial functions oxidation-reduction (adjusted *p*-value = 3.96*10^− 4^) and mitochondrial matrix (adjusted *p*-value = 8.54*10^− 10^) were significantly up-regulated (Additional file 6). Genes such as malate dehydrogenase 2 (*MDH2*) was up-regulated after high-intake feeding with liver showed the biggest change (fold-change = 2.01, 0.92 and 0.94 in liver, abdominal adipose and subcutaneous adipose, respectively). 

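MDH2 (gene12659) lies on scaffold NW_013185758.1 from 1446566 to 1453970. Its FPKM was 36.4 ± 9.19 (SD, n = 3) in control livers and 151.5 ± 72.4 (SD, n = 3) in high-intake livers, a log2 change of 1.94 (SE 0.38, adjusted p = 0.051, limma, just above the threshold), or 1.59 to 2.32 with each library left out. The adjusted p fell below 0.05 with a pseudocount of 0.1, after median centring and without T2-L. In abdominal adipose it rose from 37.9 ± 3.68 to 76.9 ± 13.2 (0.99, SE 0.19, adjusted p = 0.0998) and in subcutaneous adipose from 29.0 ± 14.7 to 60.4 ± 7.07 (1.19, SE 0.63, adjusted p = 0.410), where C2-SA was lowest at 12.0. The interaction was 0.95 (adjusted p = 0.300, limma) between liver and abdominal adipose and 0.75 (adjusted p = 0.783) between liver and subcutaneous adipose, so the larger change in liver was not past the threshold of a test of the difference.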

The increased intensity of mitochondrial metabolism is suggestive of elevated energy production and consumption, expected from the phenotypic changes and treatment.

### Long noncoding RNAs are related to fatty liver formation

Differences between liver and adipose tissues were also reflected by lncRNAs. 

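Across lncRNAs, Pearson's r in the control group averaged 0.555 ± 0.031 (SD over 9 pairs) between liver and abdominal adipose, 0.472 ± 0.109 between liver and subcutaneous adipose, and 0.754 ± 0.133 between both adipose tissues. High-intake geese gave 0.524 ± 0.036, 0.505 ± 0.038 and 0.889 ± 0.028. In the control group the lowest pair of adipose libraries, 0.549, was below the highest liver-adipose pair, 0.615, and in the high-intake group the ranges did not overlap. On FPKM without the log, liver-adipose averages rose most, up to 0.955. Clustering of the lncRNAs into 2 groups by Pearson's r of log2 values also parted liver from adipose, whereas Spearman's rho set C2-SA against all other libraries and FPKM without the log set C1-L and C3-L against the rest.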

Similar to protein coding genes, more differentially expressed (DE) lncRNAs were identified in liver (302 DE lncRNAs, 19.24% of 1570 lncRNAs with FPKM > 0.1) than adipose tissues (52 for abdominal adipose, 3.13% of 1662 lncRNAs with FPKM > 0.1 and 41 for subcutaneous adipose, 2.43% of 1689 lncRNAs with FPKM > 0.1), and the majority of these DE lncRNAs were specific to liver (Fig. 2c). 

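High-intake feeding changed 10 of 812 lncRNAs in liver (6 higher, 4 lower), 4 of 1019 in abdominal adipose (1 higher, 3 lower) and 0 of 1373 in subcutaneous adipose (limma, adjusted p under 0.05). Unadjusted p-values under 0.05 numbered 159, 142 and 221. The largest departure came from fitting all 18 libraries together, which gave 64, 14 and 231 lncRNAs, the last with 19 higher and 212 lower. With a pseudocount of 1, or without C1-L or C3-L, the liver count was 0. XLOC_083589, on scaffold NW_013185670.1 from 6138915 to 6140524, was listed at 0 in the 3 control livers and had FPKM values of 40.9, 3.36 and 8.60 in T1-L, T2-L and T3-L (adjusted p = 0.023, limma), past the threshold in 3 of the 6 fits without 1 library. XLOC_194743 was listed at 0 in control livers and reached 1.10, 1.25 and 0.386 (adjusted p = 0.035), past it in 1 of the 6. The largest falls were XLOC_104568, from 7.12 ± 1.76 (SD, n = 3) to 0.855 ± 0.508 (log2 change -3.01, adjusted p = 0.035), and XLOC_354611, from 3.69 ± 1.64 to 0.470 ± 0.173 (-2.68, adjusted p = 0.042), neither past the threshold with a pseudocount of 1, and each past it in 1 of the 6 fits, those without T2-L and without C2-L.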

To determine the role of lncRNAs in the formation of fatty liver, DEGs that were highly correlated to specific lncRNAs with the highest fold change after the high-intake feeding period showed a strong relationship to metabolism. 

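For the lncRNAs that Fig. 3b names, genes correlated over the 6 livers were counted among the 11752 tested, at the r whose p is 0.05 for 6 values. XLOC_030180 was correlated with 1258 genes, 18 of them DEGs, XLOC_049405 with 1250 (32 DEGs), XLOC_195803 with 691 (39 DEGs) and XLOC_080387 with 609 (0 DEGs). XLOC_032053 was listed at 0 in the livers and has no correlation. Over the 720 orders of the 6 livers, the median numbers were 481.5, 416.5, 524.5 and 605 for the first 4, and the exact permutation p of the observed numbers was 0.1, 0.1, 0.307 and 0.499. Livers of each feeding group number 3, too few for a correlation within a group.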

Enriched terms included amino acids metabolism, protein binding, and endoplasmic reticulum, which was found as a usual response to high-intake feeding, suggesting lncRNAs may act as possible trans-acting regulators of protein coding genes (Fig. 3b). By narrowing down to different categories of lncRNAs, strong enrichment for metabolism and immune functions was also observed within each type (Fig. 4a). Among protein coding genes spatially associated with each type of lncRNA, an average of 8.5% of them were differentially expressed. 

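Of the 1701 lncRNAs, 1058 lie within 10 kb of a protein-coding gene, and 1223 genes have such a neighbour. In liver 19 of the 1080 neighbours that were tested were DEGs (1.76%), against 2.23% of the other 10672 genes (Fisher's exact test, two-sided p = 0.382). At an unadjusted p under 0.05 the shares were 24.0% and 24.1%. In subcutaneous adipose 12 of 1174 neighbours were DEGs (1.02%), against 2.24% of the other genes (Fisher's exact p = 0.0040), and in abdominal adipose 1 of 1152 was. All types of lncRNA were counted together.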

Genes involved in fatty acid metabolism, cGMP metabolic processes, and oxidation-reduction were significantly enriched. 

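ZFAT, which encodes a zinc finger protein, overlaps XLOC_277626 on scaffold NW_013185795.1 in the annotation of the files. The other 3 lncRNA-mRNA pairs that Table S3 gives for GJD2, HOXA10 and B3GALT2 lie on different scaffolds, so no distance can be computed. Of the 10 pairs listed in Table S3, 9 have both members in the files, 4 lie within 10 kb on 1 scaffold and 5 lie on different scaffolds. In liver, ZFAT had an FPKM of 1.21 ± 0.057 (SD, n = 3) in the control and 0.998 ± 0.325 (SD, n = 3) in the high-intake group (adjusted p = 0.538, limma), and B3GALT2 0.609 ± 0.101 and 0.321 ± 0.129 (adjusted p = 0.177). GJD2 was listed at 0 in all 6 livers. HOXA10 was at 0.017, 0 and 0.048 in control livers and listed at 0 in the 3 high-intake livers, below the level for a test.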

Among protein coding genes located within 10 kb of the lncRNA, we found the genes *ZFAT*, *GJD2*, *HOXA10*, and *B3GALT2* (Additional file 9) that are related to metabolism, degradation of endoplasmic reticulum protein and transcription factors [15–17]. These nearby lncRNA-mRNA pairs are suggestive of cis-acting regulation of lipid metabolism during high-intake feeding. For example, *FERMT2,* which is involved phosphatidylinositol-3,4,5-trisphosphate binding, was possibly down-regulated by a downstream (− 5.7 Kb) intergenic antisense (convergent) lncRNA *XLOC_292762* that was up-regulated after the high-intake feeding period (Fig. 4b). 

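Correlations between members of the pairs of Table S3 were computed over the 6 livers, where 8 of the 9 pairs found vary. The sign was that of Table S3 in 6 and opposite in 2. In 1 pair, XLOC_140330 and FRMD4B, the exact permutation p was under 0.05. They had r = 0.938 and rho = 1.0 (each exact permutation p = 0.0028, the smallest possible here). The BH-adjusted p was 0.025 for r over the 9 relations computed, and r was 0.969 without the 2 livers farthest from the median. XLOC_140330, from 4238850 to 4243096, lies within FRMD4B, from 4220603 to 4295804, and its strand is not known. Whether reads of FRMD4B itself were counted for this lncRNA was not tested. XLOC_277626 and ZFAT had r = 0.850 (exact p = 0.053, BH 0.238) and rho = 0.6 (exact p = 0.242), and r = 0.768 without the 2 farthest livers. XLOC_025867 and DERL1, on different scaffolds, had r = -0.764 (exact p = 0.094, BH 0.283) and rho = -0.714 (exact p = 0.136), and r = -0.907 without the 2 farthest livers. Within the control and the high-intake livers DERL1 had r = -0.945 and 0.937, ZFAT 0.326 and 0.996, and FRMD4B 0.986 and 0.923 with their lncRNAs. With 3 livers per feeding group, no relation could be tested within a single group, and a test within both groups together was not run.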

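FERMT2 lies on the plus strand of scaffold NW_013185815.1 from 1724540 to 1757734, and XLOC_292762 from 1763433 to 1766375, a gap of 5699 bp. In liver FERMT2 had an FPKM of 10.3 ± 1.98 (SD, n = 3) in the control and 5.76 ± 2.13 (SD, n = 3) in the high-intake group, a log2 change of -0.78 (SE 0.27, adjusted p = 0.142, limma), or -0.999 to -0.52 with each library left out. XLOC_292762 was listed at 0 in C1-L and C2-L, at 0.132 in C3-L, and at 0.188, 0.208 and 0.144 in the high-intake livers, a log2 change of 1.07 (SE 0.48, adjusted p = 0.258). Over the 6 livers their r was -0.412 (exact permutation p = 0.422, BH 0.543 over the 9 relations computed) and rho -0.638 (exact p = 0.200). Without the 2 livers farthest from the median, r was -0.188. Within the 3 control livers r was 0.780 and within the 3 high-intake livers 0.786, both positive, on too few values for a test. Over all 18 libraries, which differ in tissue as well, the sign was opposite, with r = 0.568 and rho = 0.541 (permutation p = 0.0168 for r). These libraries share geese and differ in tissue, so this p cannot separate a relation of both RNAs from tissue differences.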

Antisense lncRNAs have been identified functional in mammalian gene network. For example, they can regulate the expression of mRNA by forming an RNA-RNA duplex at the 5′ end of the mRNA which is important to 5′ end-dependent degradation pathways. The further exploration of antisense lncRNAs and other types of lncRNAs could provide more details about the regulatory functions of them.

**Fig. 4:**
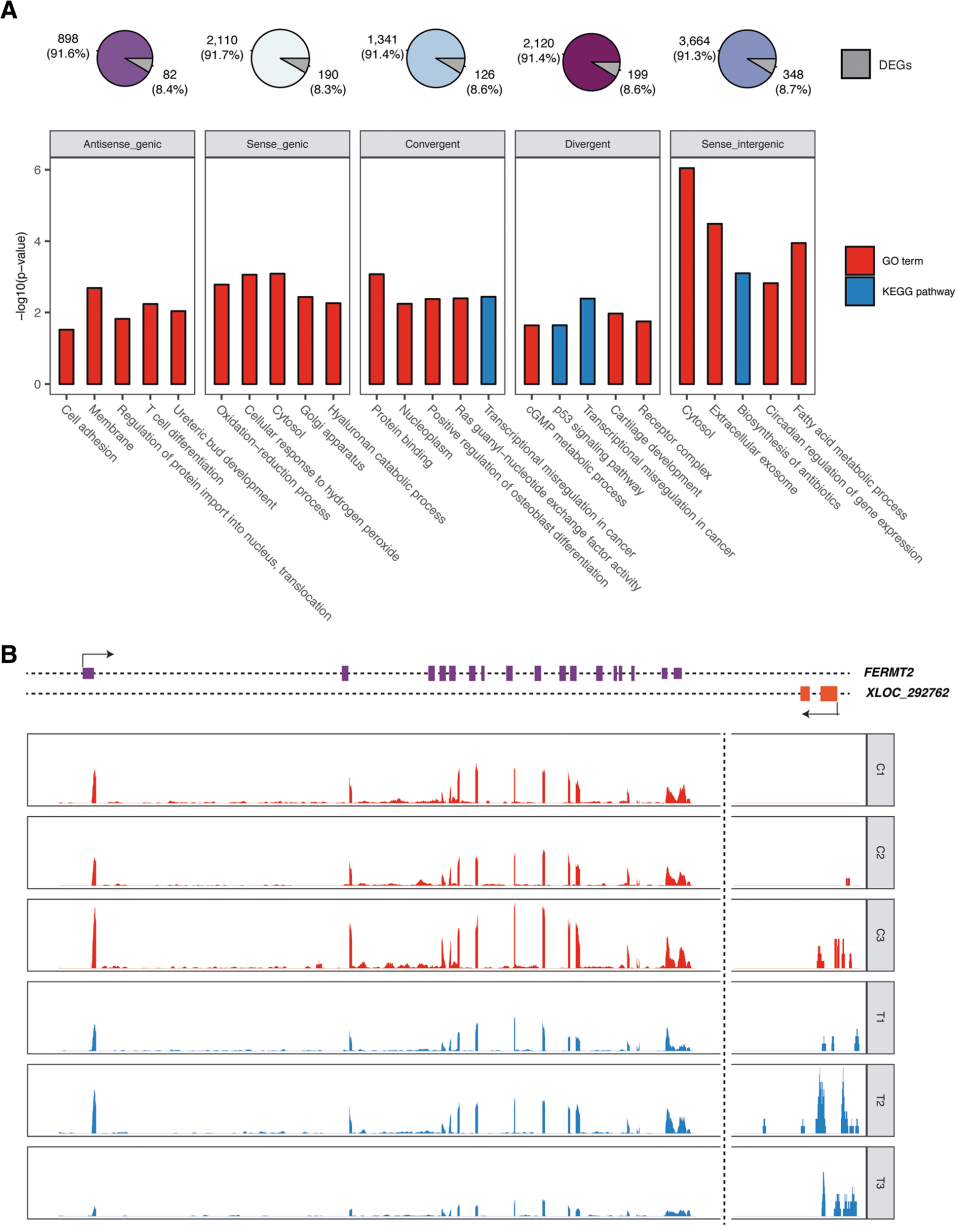
Prediction of lncRNA functions. **a** Enrichment of highly correlated mRNAs of different lncRNA types. LncRNAs were divided into 5 panels based on their type and were designated with a distinct color in the pie chart. Pie charts show the percentage of differentially expressed genes (DEGs) among correlated genes. **b** Exhibition of possible cis-acting lncRNA *XLOC_292762* which locates at 5700 bp downstream. The expression scale of *XLOC_292762* is different to FERMT2

## Discussion

The accumulation of lipid, mostly triacylglycerol (TAG), within hepatocytes is the key prerequisite for the development of non-alcoholic fatty liver disease (NAFLD) in humans. Serum non-esterified fatty acids (NEFA) are the most dominant source for lipid accumulation in liver [3]. The major sources contributing to the level of serum NEFA include NEFA derived from fatty acid flux in adipose tissues and from chylomicrons through lipoprotein spillover [18]. Fatty acid flux in adipose tissues uses the de novo lipogenesis pathway to synthesize fatty acids from 2-carbon precursors made from dietary glucose. Research has shown non-alcoholic fatty liver disease patients have elevated masses of visceral and subcutaneous adipose tissues. Current therapeutic strategies for NAFLD patients are focusing on the reduction of adipose tissue fatty acid flux [19], indicating the important role of adipose tissues in the regulation of lipid metabolism.

Among goose adipose tissues and liver, our results showed that goose liver was the only lipogenic tissue with significantly increased weight (Fig. 1b). However, another study using Tianfu geese showed a significant increase in abdominal adipose weight [20]. Other research has shown breed differences in capability to deposit fat [21]. In our study, we only found an increasing trend for abdominal adipose. In earlier work, aside from weight change, the percentage of lipid content in adipose tissue did not significantly change, while the percentage of lipid content in liver increased significantly [20]. This is consistent with our results and in contrast to fat content accumulation in mammalian adipose, which is the prioritized tissue for lipid deposition. In fact, the obesity in human was widely considered as a metabolic syndrome in adipose tissues [22], suggesting the important role of adipose tissues in mammals. These results indicated that lipid deposition in goose under high-intake feeding is different from mammals and this distinct difference in lipid deposition in liver and adipose tissues under high-intake feeding, compared to normal intake, implies there may be an intrinsic difference in transcriptional regulation. This adaptation may be related to long-distance migration, because poultry species like duck have a similar ability, whereas terrestrial poultry like chicken do not deposit lipid in similar way [7]. Interestingly, leg muscle also showed a significant increase in weight. We hypothesize this is an adaptation to the increased weight during the feeding process and an increase in the amount of intramuscular fat [23, 24]. Further experiments need to be done to determine whether it is an increase in muscle cell volume or an increase in the amount of intramuscular fat.

By investigating the expression patterns of protein-coding genes, the phenotypic difference was also reflected by the transcriptome-wide patterns. 

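The FPKM of 3704 genes in liver (31.5% of those tested), 3411 in abdominal adipose (27.2%) and 2763 in subcutaneous adipose (20.8%) did not overlap between the 3 control and 3 high-intake geese. Libraries that differed only by chance would give 10% on average over their divisions. Genes vary together, so a single division can lie far from that, and the other divisions were not counted for this measure.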

The clear segregation of liver expression profiles in protein coding genes and the lack of a dominant pattern of expression among adipose profiles showed that there was distinct difference between goose livers but not adipose tissues after normal feeding and high-intake feeding (Fig. 2a). 

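Between libraries of different feeding groups, r across the mRNAs averaged 0.955 in liver, 0.957 in abdominal adipose and 0.959 in subcutaneous adipose. Libraries of the same feeding group averaged 0.974, 0.968 and 0.970. These averages include C2-SA.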

The higher average correlation coefficients between the two adipose tissues also showed the high similarity between geese from the two feeding groups (Fig. 2b). Similar results have been observed in chickens that showed larger changes in liver than adipose tissues [25].

However, what we found by clustering the transcriptome-wide expression patterns does not necessarily reveal which genes are the drivers of the responses to feeding treatment. In order to accommodate more energy, it is reasonable to expect an increase in metabolism with high-intake feeding. Indeed, through our differential expression analysis, we revealed that genes related to metabolism were upregulated in liver and adipose tissues under this feeding treatment. For example, glycolysis, the first major metabolic pathway that breaks down glucose, was intensely upregulated after high-intake feeding. 

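A list of 41 protein-coding genes and 16 lncRNAs was drawn from the paper's text, tables and figures, with the members of the gene families it mentions (FADS, PI3K and PKG) added by symbol. Of the 39 mRNAs of this list tested in liver, 3 passed an adjusted p of 0.05 over all genes in limma (FADS1, FADS2 and DERL1) and 8 passed when adjusted over the list alone, 6 of them higher. Abdominal adipose gave 0 of 40 over all genes, 10 at an unadjusted p under 0.05, and 4 adjusted over the list alone, 4 of them higher. Subcutaneous adipose gave 1 of 41 over all genes, DGAT2, and the same number adjusted over the list alone. Many of these genes were chosen by the study on these same libraries, so the second count is no independent evidence.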

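In liver 13 of 17 glycolysis genes were higher in high-intake geese, with a median log2 change of 0.38 that did not pass the threshold (adjusted p = 0.128, limma camera) except without T2-L, where it was 0.53. In abdominal adipose 17 of 18 were higher (0.77, adjusted p = 1.0e-05), and in subcutaneous adipose 17 of 18 (0.77, adjusted p = 0.022), which passed neither under fry nor without T3-SA.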

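PGM1 (gene4942), on scaffold NW_013185675.1 from 260364 to 281466, had an FPKM of 105.6 ± 52.6 (SD, n = 3) in control livers and 113 ± 56.5 (SD, n = 3) in high-intake livers. The log2 change was 0.10 (SE 0.44, adjusted p = 0.905, limma), within the spread of the geese, and its direction reversed without C3-L (-0.20) and without T1-L (-0.28). In abdominal adipose PGM1 rose from 14.9 ± 2.47 to 27.3 ± 9.23, a log2 change of 0.78 (SE 0.28, adjusted p = 0.198).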

Phophoglucomutase-1 that controls the irreversible step of glycolysis was up-regulated [26]. Another important aspect about the formation of goose fatty liver is the balance between the storage and secretion of newly synthesized endogenous lipids and exogenous lipids in the plasma [7]. 

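FADS1 (gene5749), fatty acid desaturase 1, lies on scaffold NW_013185679.1 from 244649 to 264500. Its FPKM rose from 38.9 ± 13.7 (SD, n = 3) in control livers to 381 ± 48.4 (SD, n = 3) in high-intake livers, a log2 change of 3.31 (SE 0.29, adjusted p = 0.018, limma). Leaving out each library gave 3.03 to 3.55, past the threshold in 5 of 6 fits and not without C1-L. In abdominal adipose the log2 change was 0.90 (adjusted p = 0.112), and the interaction was 2.42 (adjusted p = 0.086) against abdominal adipose and 3.02 (adjusted p = 0.0050) against subcutaneous adipose. The latter comparison kept 8 of its 219 genes without goose C2, and whether FADS1 was among them is not reported. APOB (gene15606), on scaffold NW_013185830.1 from 1170456 to 1207599, had an FPKM of 1549 ± 20.0 in control livers and 1306 ± 293 in high-intake livers, a log2 change of -0.27 (SE 0.27, adjusted p = 0.570), with T3-L, at 1640, above every control.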

Key genes such as *FADS1* and *APOB* in this process were regulated, leading to lipid deposition in liver. 

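SCD (gene172), which lies on scaffold NW_013185654.1 from 6065157 to 6080488, had FPKM values of 98.9, 72.5 and 8.81 in control livers and 1519, 283 and 1033 in high-intake livers. The log2 change was 4.20 (SE 0.96, adjusted p = 0.071, limma), from 3.16 without C3-L to 4.91 without T2-L. Adjusted over the list of named genes alone, its p was 0.020.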

We found the elevated level of stearoyl-CoA desaturase (*SCD*), an essential enzyme that transforms saturated fatty acids into unsaturated fatty acids [10], that was expressed nearly 3-fold higher in liver for geese fed a high-intake diet. This gene was also expressed 1.7-fold higher in abdominal adipose for the same diet, but not significantly differentially expressed in subcutaneous adipose. 

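In abdominal adipose SCD had an FPKM of 194 ± 178 (SD, n = 3) in the control and 769 ± 229.7 (SD, n = 3) in the high-intake group, a log2 change of 2.37 (SE 0.68, adjusted p = 0.144, limma), and 3.09 and past the threshold without C1-AA. In subcutaneous adipose it had 337 ± 225 and 1006 ± 254, a log2 change of 1.88 (SE 0.77, adjusted p = 0.227). High-intake values exceeded all control values in each of these tissues. The difference between the changes in liver and abdominal adipose was 1.83 (adjusted p = 0.447), and that between liver and subcutaneous adipose 2.32 (adjusted p = 0.343).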

In the goose reference genome sequence [7] there were more *SCD* gene copies than chicken and expression of SCD was significantly increased after overfeeding. Moreover, we found *FADS* family and *DGAT2*, which both are involved in balancing lipid storage and degradation, were upregulated. This result demonstrates there is similarity between goose and mammals for lipid flux in adipose tissue, whereby the adipose tissue is contributing to the serum NEFA pool even though it may not be the major source of NEFA.

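FADS2 (gene5748, fatty acid desaturase 2-like), on scaffold NW_013185679.1 from 219182 to 241123, rose in liver from an FPKM of 26.5 ± 15.9 (SD, n = 3) to 311 ± 49.9 (SD, n = 3), a log2 change of 3.72 (SE 0.50, adjusted p = 0.029, limma). It kept an adjusted p under 0.05 in 2 of the 6 fits without 1 library, those without T2-L and T3-L. FADS6 rose from 4.94 ± 3.42 to 14.6 ± 6.06 (log2 change 1.57, SE 0.57, adjusted p = 0.152). The interaction of FADS2 was 2.43 (adjusted p = 0.166) against abdominal adipose and 3.38 (adjusted p = 8.8e-04) against subcutaneous adipose. Whether the latter holds without goose C2 is not reported. In abdominal adipose all 3 FADS genes were higher in the high-intake group, and in subcutaneous adipose 2 were, or 1 after median centring of the libraries. DGAT2 (gene13512), on scaffold NW_013185777.1 from 1726704 to 1744001, had an FPKM of 79.4 ± 40.5 in control and 509 ± 47.8 in high-intake subcutaneous adipose, a log2 change of 2.78 (SE 0.74, adjusted p = 0.014), past the threshold in 1 of the 6 fits without 1 library, that without C1-SA. In abdominal adipose DGAT2 changed from 88.3 ± 41.6 to 564 ± 147.5 (2.76, SE 0.43, adjusted p = 0.089) and in liver from 3.59 ± 1.43 to 14.1 ± 8.23 (1.61, SE 0.45, adjusted p = 0.098).

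**Figure D1:**
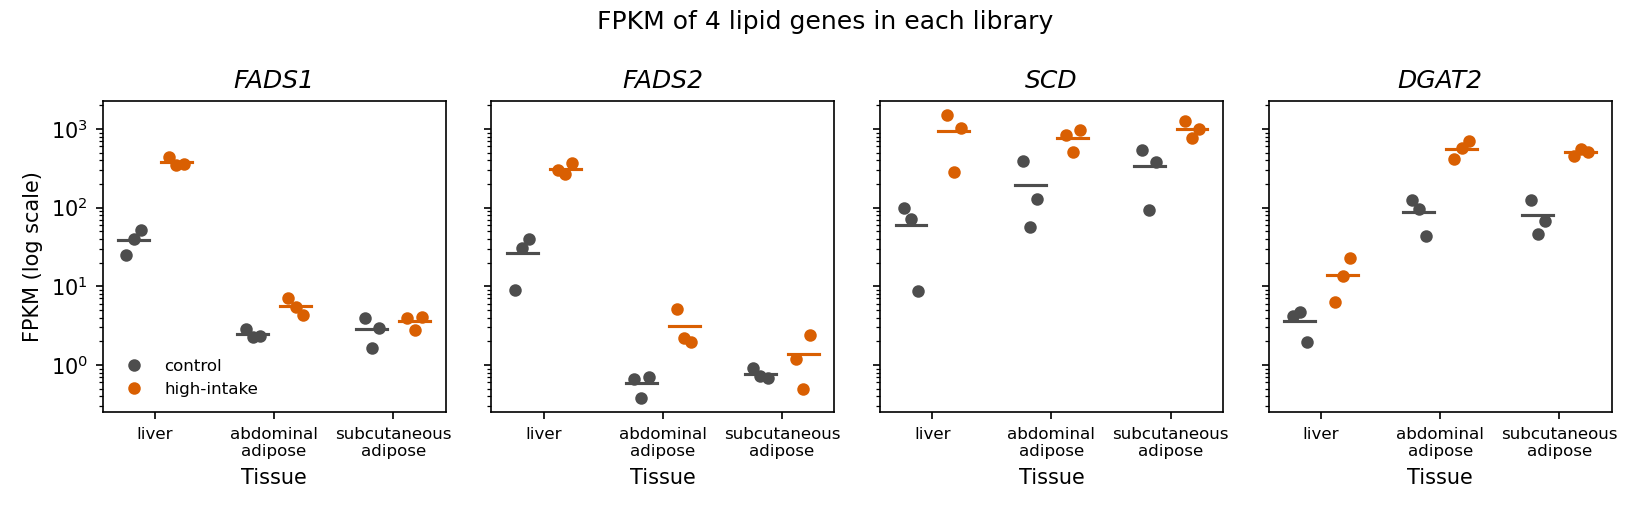
FPKM of FADS1, FADS2, SCD and DGAT2 on a log axis for each library of the 3 tissues, with control geese in grey and high-intake geese in orange, and a horizontal line at the mean of each group of 3. FADS2 lies between 9.06 and 40.1 in control livers and between 270.1 and 367 in high-intake livers.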

During the desaturation process mediated by *SCD*, two-carbon acetyl-CoA enters the citric acid cycle to generate ATP. The last few reactions of the citric acid cycle take place in mitochondria, instead of in the cytoplasm, and these steps are the final steps for beta-oxidation of fatty acids as well. 

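ATP5B (gene19536), a nuclear gene for the beta subunit of ATP synthase, lies on scaffold NW_013185999.1 from 144532 to 150461. Its FPKM was 58.0, 74.6 and 49.8 in control livers and 330.3, 100.2 and 115 in high-intake livers, a log2 change of 1.37 (SE 0.45, adjusted p = 0.126, limma), which was 0.83 without T1-L.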

Even though our results showed that genes from the mitochondrial genome were not differentially expressed, nuclear mitochondria-related genes were upregulated. These genes include *MDH2*, which encodes mitochondria-located malate dehydrogenase 2 and plays a central role in the malate-aspartate shuttle [27]. Our results are consistent with previous research who has identified five nuclear mitochondria-related genes were up-regulated in goose fatty liver [28], and again, the differences in expression levels of these genes in liver, abdominal adipose tissue, and subcutaneous adipose tissue support our observation that liver played the key role in the regulation process.

Usually, uncontrolled NAFLD will turn into nonalcoholic steatohepatitis, which is a more severe disease with liver cell inflammation and cell damage [29]. Nonalcoholic steatohepatitis is also a precursor for liver cancer. 

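In liver the list of PI3K-Akt signalling was higher in 33 of 85 genes (median log2 change -0.19, adjusted p = 0.0015, limma camera) and that of cGMP-PKG signalling in 17 of 63 (-0.26, adjusted p = 7.8e-05). In abdominal adipose the numbers were 50 of 87 (0.06, adjusted p = 0.242) and 24 of 65 (-0.06, adjusted p = 4.5e-04), the latter not past the threshold under fry. Subcutaneous adipose gave 66 of 86 (0.26, adjusted p = 0.278) and 46 of 66 (0.13, adjusted p = 0.604). Camera ranks a list against all other genes, so a list can be lower with a median above 0 where most genes rose.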

In our results, we found an interesting down-regulation of some important cancer pathways such as the PI3K-Akt and cGMP-PKG signaling pathways. These pathways are largely involved in processes like tumorigenesis [30, 31]. Our results showed the key genes of these pathways such as *PI3K* and *PKG* were down-regulated. 

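PIK3R1 (gene13224), on scaffold NW_013185770.1 from 543197 to 597570, encodes a regulatory subunit of PI3K. Its FPKM fell from 84.4 ± 4.73 (SD, n = 3) in control livers to 39.9 ± 10.1 (SD, n = 3) in high-intake livers, a log2 change of -1.09 (SE 0.21, adjusted p = 0.0505, limma), just above the threshold. It passed with a pseudocount of 0.1, after median centring and without T3-L. Of the 8 PI3K genes in the table, 4 were higher and 4 lower in high-intake livers, with the same numbers under a pseudocount of 0.1 and after median centring. The PKG genes PRKG1 and PRKG2 had control FPKM values of 0.635 ± 0.311 and 0.530 ± 0.296 and high-intake values of 0.274 ± 0.069 and 0.236 ± 0.039, with log2 changes of -0.34 (SE 0.16, adjusted p = 0.229) and -0.29 (SE 0.15, adjusted p = 0.268).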

Though it is too early to conclude the meaning of the down-regulation of these pathways, we believe our results provide evidence that goose develops little pathological development in fatty liver.

In addition to regulation by protein-coding genes, long noncoding RNAs have been recently identified in many species and function in many regulatory processes [32]. Typically, they are transcripts over 200 bp and are typically expressed at lower levels than protein-genes in cells [33]. they have been demonstrated to be functional in many biological processes [13, 32–34] who tend to be involved in many processes as cis- or trans-acting regulators [13]. To thoroughly understand the transcriptomic changes, we identified lncRNAs in goose for the first time and showed their possible roles in lipid metabolism. Expression patterns of lncRNAs were similar to protein coding genes in liver and the expression patterns of lncRNAs remained unclustered in adipose tissues. 

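Across lncRNAs, r averaged 0.841 within feeding groups and 0.774 between them in liver, 0.891 and 0.860 in abdominal adipose, and 0.793 and 0.751 in subcutaneous adipose. The real grouping gave the largest difference of the 10 divisions in each tissue (exact permutation p = 0.1, the smallest possible). On FPKM without the log this was lost, with 3 of the 10 divisions as large in liver and 5 of the 10 in each adipose tissue. Division of the lncRNA profiles into 4 clusters parted the 3 control livers from the 3 high-intake livers and set C2-SA apart, with 11 adipose libraries left in 1 cluster, whereas neither Spearman's rho nor FPKM without the log parted the livers by feeding at that division.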

Our functional prediction for lncRNAs revealed the high possibility that they are actively involved in lipid metabolism and other processes in response to high-intake feeding. LncRNAs show high variation between species, which makes them hard to annotate based on sequence. Current computational prediction of the function of lncRNAs is based on correlated expression and their genomic location relative to protein coding genes. Although further functional validation is needed, our research has provided some evidence for the role of lncRNAs in goose.

Recently, non-alcoholic fatty liver has been strongly associated with obesity in humans [35]. More than 1500 genes are strongly associated with obesity, in general, in mammals [36]. Among the more than 190 GO terms that have undergone rapid or slow evolution between goose and terrestrial birds based on previous research, GO terms including lipid binding, carbohydrate metabolic process and phosphatidylinositol phospholipase C activity were identified [7]. These results suggested that obesity-related genes may also be under selection to adapt to massive energy intake. There was a strong orthologous relationship between these obesity genes from mammals and goose genes (Fig. 5a), 1190 goose genes out of the 1518 mammalian genes identified to be orthologous to each other, the majority of orthologous genes shared a 1:1 orthologous relationship to human (74.66%). We think this suggests that genes related to obesity showed more sequence-level variants rather than change in copy number. Additionally, obesity-related genes had a significantly higher proportion of DEGs (Chi-square *p*-value = 4.42*10^− 4^), suggesting a possible functional regulation of obesity as well [36]. Most DEGs shared a 1:1 orthologous relationship with human (or chicken) and accounted for 18% of all goose-human 1:1 obesity genes (or 18.49% of goose-chicken 1:1 obesity genes) (Fig. 5b).

**Fig. 5:**
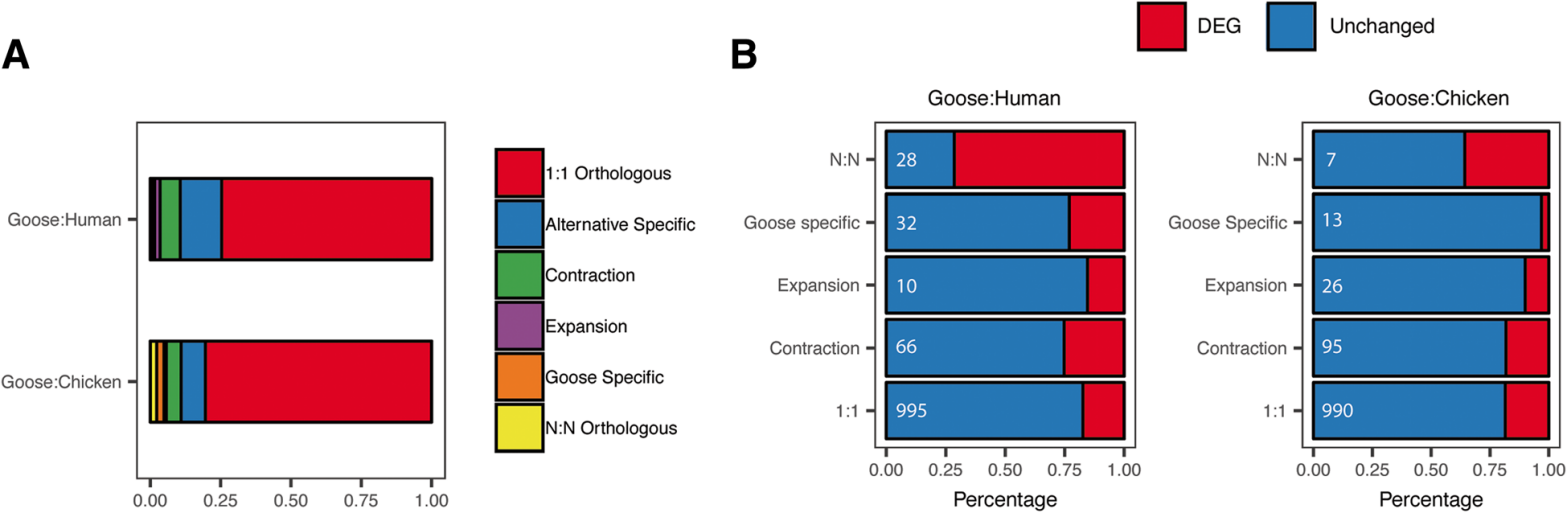
Orthologous relationship of 1519 mammal obesity genes. **a** Orthologous relationship of obesity genes between goose and chicken or goose and human. **b** Proportion of DEGs in each relationship category. Numbers marked on the bar show the total number of gene families in that category. Most of these genes shared a 1:1 orthologous relationship to human (74.66%) and more genes were 1:1 orthologous to chicken genes (80.53%). Some gene families showed either contraction (7.16 and 5.34% to human and chicken, respectively) or expansion (1.96 and 8.08% to human and chicken, respectively). Differentially expressed genes identified in liver also showed strong enrichment among these obesity genes (Chi-square *p*-value = 4.42*10^− 4^). Most DEGs shared a 1:1 orthologous relationship with human (or chicken) and accounted for 18% of all goose-human 1:1 obesity genes (or 18.49% of goose-chicken 1:1 obesity genes)

Given that we found ~ 80% of obesity genes were 1:1 orthologs in chickens and humans, and the fact that domesticated goose does not develop pathological hepatic steatosis upon high-intake feeding, we believe fully understanding the genetic mechanism behind the formation of goose fatty liver will help to uncouple the effects of obesity and human non-alcoholic fatty liver.

## Conclusions

In this study, we found that the goose uses liver as the major tissue to regulate a distinct lipid synthesis and degradation flux. To process extra energy, the regulation of gene expression is stronger in goose liver than in adipose tissues. This is different from the expression profiles in mammals. We demonstrated by dynamic expression network analyses that there are numerous layers of positive responses to both massive energy intake and possible pathological development. The ability to deposit large amounts of fatty acids in liver instead of adipose tissues, and the upregulation of many metabolic genes need further analysis to reveal the genetic mechanism behind. Our results offer insights into goose adipogenesis and provide a new perspective for research in human metabolic dysregulation.

## Methods

### Animals and their treatment

All animal handling procedures were approved by Sichuan Agricultural University Animal Welfare Committee. Twenty healthy 126-day-old males of the Tianfu meat geese breed were obtained from Sichuan Agricultural University Waterfowls Breeding Farm. Tianfu is a lean Chinese commercial breed that is an *A. anser* x *A. cygnoides* hybrid. The breed is a composite of 87.5% Landes (*A. anser)* and 12.5% of Sichuan White (*A. cygnoides)*. The population used in this study is closed and has been under selection for over 10 generations. We randomly assigned geese to two groups (*N* = 10). All geese had free access to water at all times. All geese were given the same diet (14.29 MJ/Kg metabolizable energy, 8.09% crude protein and 0.14% methionine) but the two groups differed in daily feeding times. The control group had access to diet freely the whole day and on average consumed 325 g (energy level 4.64 MJ/Kg) of feed a day. The feeding procedure for the high-intake feeding group was similar to what is used in the industry to produce foie gras. The birds were artificially force fed two times a day for days 1–3, 3 times a day for days 4–6, 4 times a day for days 7–17, and 3 times on day 18. The meals on day 1 were 130 g and were increased by 5 g every day. By the end of the feeding period the difference in energy intake between the two group was 72.81 MJ for each goose. On day 18, the day before the birds were sacrificed, all geese were deprived of feed overnight and they were sacrificed the following morning at 145 days of age through cervical dislocation. Body weight was recorded every 3 days for each goose.

### Sample collection and total RNA-seq

We collected liver, abdominal adipose, subcutaneous adipose, heart, breast muscle, leg muscle, duodenum, gizzard, glandular stomach, spleen and bursa of fabricius from each goose. Tissue weights were collected and tissue samples were put into liquid nitrogen immediately after being extracted from body.

For total RNA sequencing, we randomly selected 3 individuals as biological replicates from both the normal and the high-intake feeding group. Total RNA from liver, abdominal adipose, and subcutaneous adipose for each individual (a total of 18 samples) were extracted with the using RNeasy Mini Kit (QIAGEN, Germany) following the manufacturer’s instructions. RNA integrity was checked by Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA). Samples with average RIN value = 7.59 (from 7 to 8.6) were then sent to Novogene (Tianjin, China) to generate paired-end libraries. All libraries were sequenced by Illumina Hiseq X 10 following Illumina’s protocols by Novogene with a read length of 150 bp. Standard quality control and filtering of low quality reads was performed by Novogene and clean reads were provided for further analysis.

### Transcriptome alignment and assembly

Clean reads were mapped against goose reference genome that includes the mitochondrial genome (AnsCyg_PRJNA183603_v1.0) using Bowtie2 [37] and the spliced reads aligner, Tophat2 [38] with default arguments. Tophat2 utilizes splicing information from the reference annotation file (GTF file) to guide the mapping of RNA-seq reads. BAM files for each library were then assembled by Cufflinks (V2.1.1) [39] using the *–g* argument, which invokes assembly of transcripts based on the reference annotations, de novo assembly of transcripts using a probabilistic model, and quantifies the expression of assembled transcripts at the same time. Relative expression was reported as fragments per kilobase of transcripts per million mapped reads (FPKM). Cufflinks generated assembled transcripts in GTF file format for all individuals and these were later merged by tissue using Cuffmerge. For all annotated genes, Pearson’s correlation coefficients of expression were calculated across the 18 samples. Principle variance components analysis (PVCA) was carried out using the R package pvca (https://www.bioconductor.org/packages/release/bioc/html/pvca.html).

### Identification of long noncoding RNAs

We used a homology-based method and constructed a personalized pipeline to identify putative long noncoding RNAs (lncRNAs). First, transcripts in the 6 merged GTF files (3 tissues × 2 treatments) were compared to the reference annotations using Cuffcompare and those transcripts that were in the reference GTF file or had a large overlap with a known transcript were removed. Removed transcripts were marked as “c” or “=” by the custom Python script. By default, transcripts shorter than 200 bp were not be retained. Protein-coding score were then calculated for remaining transcripts using CPC [40]. The protein-coding score is derived from comparison of a support vector machine learning classifier against a selected protein database. We calculated coding potential against UniRef 90 and transcripts with scores larger than 1 were filtered because of their high coding potential. Surviving transcripts were then scanned for potential of coding small peptides or functional protein domains using Infernal cmscan [41], which makes prediction using a Hidden Markov Model against a selected protein database. Here we used also UniRef 90 and again we filtered transcripts with high coding potential. Survived transcripts were then compared by blastx [42] to the NCBI NR database and UniRef 90. We filtered any transcripts that only had one exon and retained the rest of them as putative lncRNAs. As we did for protein coding genes, we used Cufflinks to quantify the expression of the lncRNAs, and we performed principle variance components analysis and hierarchical clustering analysis.

### Identification of differentially expressed genes and functional enrichment analysis

Cuffdiff was used to identify differentially expressed genes (DEGs) between tissues within the same treatment and between treatments for each tissue. Cuffdiff performs a pair-wise test for each pair of genes and corrects for multi-test bias at the same time using an FDR correction. Enrichment analysis between treatments was performed using the DAVID online enrichment tool (https://david.ncifcrf.gov) [43]. We first extracted the HGNC gene symbol for DEGs. We then converted HGNC symbols to human ENSEMBL IDs and applied these in DAVID. We performed the enrichment analysis for 3 gene ontology (GO) terms (biology process, molecular function, cellular component) and KEGG pathways. We separated enriched GO terms and KEGG pathways, and based on an adjusted Benjamini *p*-value, we selected the top 10 enriched GO terms and KEGG pathways for each tissue. We also separated DEGs into up-regulated and down-regulated DEGs and repeated the enrichment analysis.

### Analysis of putative lncRNAs

We calculated the average length and number of exons of lncRNAs. Briefly, we categorized putative lncRNAs into sense intergenic lncRNAs, sense genic lncRNAs, convergent lncRNAs, divergent lncRNAs, and antisense intergenic lncRNAs [44]. As a prediction of possible functions of lncRNAs, we annotated the lncRNAs based on their proximity to nearby protein-coding genes. Specifically, lncRNAs that were within 10 kb upstream or downstream of a protein-coding gene were marked as possible cis-acting lncRNAs. Correlation analysis for expression of all genes and lncRNAs was performed by using the R package Hmisc (https://cran.r-project.org/web/packages/Hmisc/). LncRNA and mRNA pairs with correlation coefficients > 0.80 and *p* < 0.05 were identified as correlated pairs. Customized python scripts were used to extract pairs that were both correlated and close to each other.

### Identification of orthologous gene families

We downloaded the coding sequences (CDS) and peptide sequence of goose, human, and chicken from NCBI. When there was more than one alternative transcript of a gene, we only kept the transcript with the longest CDS and we filtered any transcripts that coded for fewer than 50 amino acids. Protein sequences from the final set of transcripts were subjected to BLAST [42] to obtain the similarity between sequences (e-value was set to 1*10^− 5^). Hcluster_sg (https://github.com/douglasgscofield/hcluster) was used to cluster the results and T-Coffee [45] to rank the clusters. Finally, a customized script was used to categorize gene families (such as single-copy gene families, multi-copy gene families, and species-specific gene families).

## Additional files

Additional file 1: **Figure S1.** Oil red staining of adipose tissues and integrated optical density of three tissues.

Additional file 2: **Figure S2.** Comparison of characteristics of protein coding genes and lncRNAs and classification of lncRNAs.

Additional file 3: **Figure S3.** Principle components variance analysis of mRNA and lncRNA profiles.

Additional file 4: **Figure S4.** Pathway enrichment of up-regulated DEGs and down-regulated DEGs.

Additional file 5: **Figure S5.** Expression of mitochondria genes and important nuclear mitochondria-related genes. Asterisk mark indicates significantly differentially expressed between normal and high-dietary fed geese.

Additional file 6: **Figure S6.** GO enrichment of up-regulated/down-regulated DEGs.

Additional file 7: **Table S1.** Paired t-test of body weights between normal and high dietary group during the fattening process.

Additional file 8: **Table S2.** Paired t-test of relative tissue weight between normal and high dietary group. Relative weight = absolute weight/body weight.

Additional file 9: **Table S3.** Top 10 highly correlated mRNA-lncRNA pairs within 10Kb of each other.

## Abbreviations

Akt: The serine-threonine protein kinase
ATP: Adenosine triphosphate
B3GALT2: Beta-1,3-galactosyltransferase 2
CDS: The coding sequence
cGMP: cyclic guanosine monophosphate
CPC: Coding potential calculator
DE: Differentially expressed
DEGs: Differentially expressed genes
FDR: False discovery rate
FERMT2: Fermitin family member 2
FPKM: Fragments per kilobase of exon per million reads
GJD2: Gap junction protein delta 2
GO: Gene ontology
GTF: Gene transfer format
HOXA10: Homeobox A10
kb: Kilobase
KEGG: Kyoto Encyclopedia of Genes and Genomes
lncRNA: long noncoding RNA
MDH2: Malate dehydrogenase 2
NAFLD: Non-alcoholic fatty liver disease
NEFA: Non-esterified fatty acids
PI3K: Phosphoinositide-3-Kinase
PKG: Protein kinase cGMP-dependent 1
PVCA: Principle variance components analysis
RIN: RNA integrity
SCD: Stearoyl-CoA desaturase
TAG: Triacylglycerol
ZFAT: Zinc finger and AT-hook domain containing

# Supplementary material for: Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds
**Source:** BMC Genomics. 2019 May 14;20:372. doi: 10.1186/s12864-019-5765-3
**Supplement:** Supplementary file 2 — Figure S2. Comparison of characteristics of protein coding genes and lncRNAs and classification of lncRNAs.

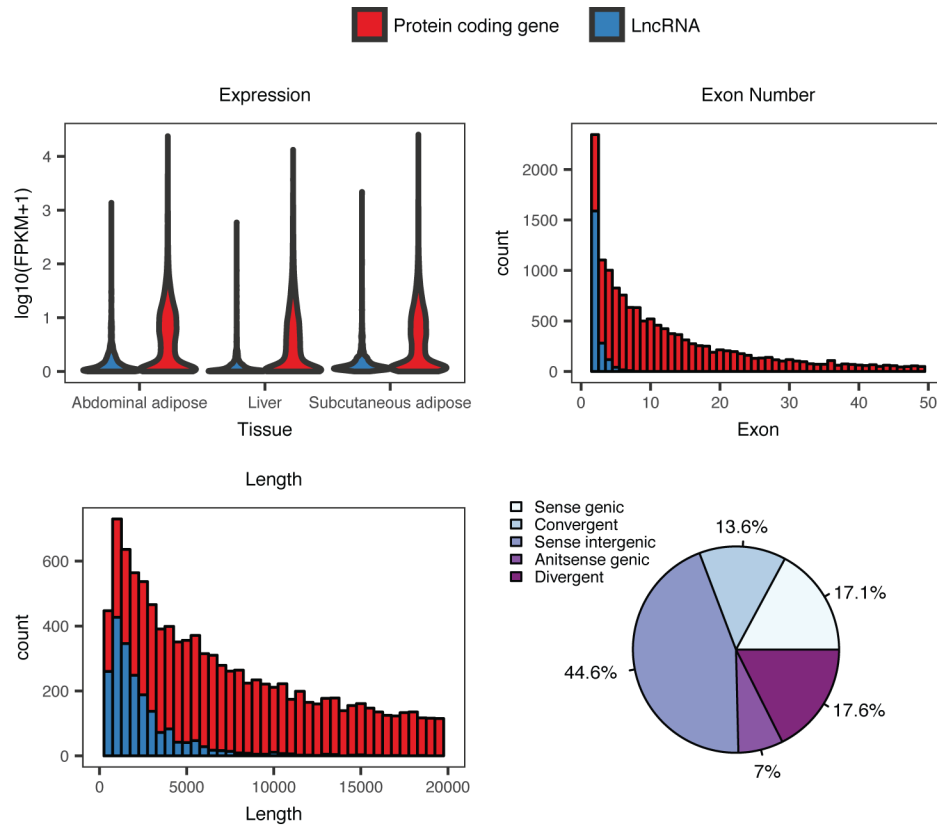

**Figure S2.** Comparison of characteristics of protein coding genes and lncRNAs and classification of lncRNAs.

# Supplementary material for: Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds
**Source:** BMC Genomics. 2019 May 14;20:372. doi: 10.1186/s12864-019-5765-3
**Supplement:** Supplementary file 5 — Figure S5. Expression of mitochondria genes and important nuclear mitochondria-related genes. Asterisk mark indicates significantly differentially expressed between normal and high-dietary fed geese.

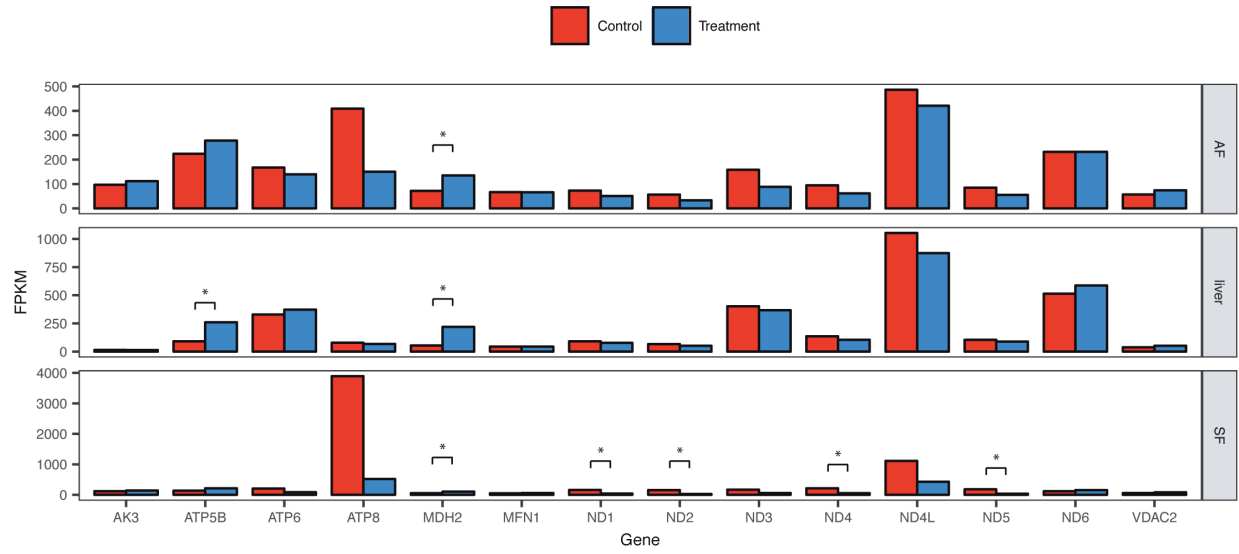

**Figure S5.** Expression of mitochondria genes and important nuclear mitochondria-related genes. Asterisk mark indicates significantly differentially expressed between normal and high-dietary fed geese.

# Supplementary material for: Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds
**Source:** BMC Genomics. 2019 May 14;20:372. doi: 10.1186/s12864-019-5765-3
**Supplement:** Supplementary file 7 — Table S1. Paired t-test of body weights between normal and high dietary group during the fattening process.

| <b>Day</b> | <b>t-statistics</b> | <b><i>p</i>-value</b> | <b>Fold-change</b> |
|------------|---------------------|-----------------------|--------------------|
| Day 1      | -0.3176             | 0.758                 | 1.105629           |
| Day 4      | -0.3708             | 0.7194                | 1.021425           |
| Day 7      | -2.1722             | 0.05791               | 1.105437           |
| Day 10     | -3.3754             | 0.008187              | 1.158945           |
| Day 13     | -4.8258             | 0.0009394             | 1.179954           |
| Day 16     | -5.0336             | 0.0007059             | 1.287549           |
| Day 19     | -4.9089             | 0.0008373             | 1.323378           |

**Table S1.** Paired t-test of body weights between normal and high dietary group during the fattening process.

# Supplementary material for: Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds
**Source:** BMC Genomics. 2019 May 14;20:372. doi: 10.1186/s12864-019-5765-3
**Supplement:** Supplementary file 8 — Table S2. Paired t-test of relative tissue weight between normal and high dietary group. Relative weight = absolute weight/body weight.

| <b>Tissue</b>      | <b>t-statistics</b> | <b>p-value</b> | <b>Fold-change</b> |
|--------------------|---------------------|----------------|--------------------|
| Liver              | -4.6895             | 0.0011         | 3.3473             |
| Abdominal adipose  | -2.2602             | 0.0502         | 1.6541             |
| Breast muscle      | -0.1840             | 0.8581         | 1.0099             |
| Leg muscle         | -4.0206             | 0.0030         | 1.2622             |
| Heart              | 0.0899              | 0.9303         | 0.9956             |
| Duodenum           | -2.3459             | 0.0436         | 1.2952             |
| Gizzard            | -0.1019             | 0.9210         | 1.0145             |
| Glandular stomach  | -3.2523             | 0.0099         | 1.3282             |
| Spleen             | -3.0499             | 0.0138         | 1.8256             |
| Bursa of fabricius | 4.6993              | 0.0011         | 0.5700             |

**Table S2.** Paired t-test of relative tissue weight between normal and high dietary group. Relative weight = absolute weight/body weight.

# Supplementary material for: Transcriptomic analysis between Normal and high-intake feeding geese provides insight into adipose deposition and susceptibility to fatty liver in migratory birds
**Source:** BMC Genomics. 2019 May 14;20:372. doi: 10.1186/s12864-019-5765-3
**Supplement:** Supplementary file 9 — Table S3. Top 10 highly correlated mRNA-lncRNA pairs within 10Kb of each other.

| lncRNA       | mRNA    | Coefficients | <i>p</i> -value | mRNA Description                                               |
|--------------|---------|--------------|-----------------|----------------------------------------------------------------|
| XLOC_026991  | B3GALT2 | -0.994       | 4.21e-05        | Galactosyltransferase                                          |
| XLOC_031116  | NCS1    | 0.986        | 3.01e-04        | Ca, cAMP and lipid signaling                                   |
| XLOC_002528  | GJD2    | 0.983        | 3.45e-04        | Development Slit-Robo signaling                                |
| XLOC_292472  | FERMT2  | 0.977        | 8.07e-04        | Phosphatidylinositol-3,4,5-triphosphate binding                |
| XLOC_025867  | DERL1   | 0.974        | 9.42e-04        | Degradation in endoplasmic reticulum protein                   |
| XLOC_0292472 | ERAL1   | -0.971       | 1.22e-03        | GTPase that localizes to the mitochondrion                     |
| XLOC_140330  | FRMD4B  | 0.969        | 1.44e-03        | Membrane response to insulin receptor signaling                |
| XLOC_005028  | HOXA10  | 0.960        | 2.32e-03        | Transcription factor                                           |
| XLOC_189739  | RASSF8  | 0.952        | 3.34e-03        | Maintaining adherens junction function in epithelial cells     |
| XLOC_277626  | ZFAT    | 0.928        | 7.60e-03        | Transcription factor in regulation apoptosis and cell survival |

**Figure S3.** Top 10 highly correlated mRNA-lncRNA pairs within 10Kb of each other.

How the deposited data were processed for this re-analysis (not part of the article)

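RNA from liver, abdominal adipose and subcutaneous adipose of 3 control and 3 high-intake geese was analysed, 18 libraries in all. The authors sequenced ribosomal RNA-depleted paired-end libraries, mapped the reads to the goose assembly and its mitochondrial genome with Bowtie2 and Tophat2, and estimated FPKM with Cufflinks for each library. They assembled lncRNAs with Cufflinks and Cuffmerge and filtered them by length, coding potential, similarity to known RNAs and proteins, and number of exons. The files give FPKM of protein-coding genes, FPKM of 1701 lncRNAs and the reference annotation with 20868 genes. Gene symbols come from the annotation. Of the 2859 genes with a LOC name, 795 have another symbol in a table of goose gene names, used for names only.

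The log2 values of both expression files, as deposited by the authors, were read as Cufflinks FPKM turned into log2(FPKM + 1) by the authors, a scale the paper does not state. It was read from the values themselves, which start at 0 and, converted back with base 2, give FPKM of the order shown in the paper's supplementary figures. The comparisons had been planned for FPKM itself, so the values were converted back to FPKM first. The number of fragments per library is unknown, so no counting error can be given, and precision rests on the spread between the 3 geese of a group. An exact 0 was not taken as proof of no expression, and no fold change is given against a group that is listed at 0 throughout.

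Tests used log2(FPKM + 1) for mRNAs and log2(FPKM + 0.1) for lncRNAs, on genes with a mean FPKM above 0.1 over the compared libraries. Feeding groups were compared within a tissue, and tissues within a feeding group, with limma 3.58.1 in R 4.3.3 (linear model, moderated test with a mean-variance trend, two-sided, BH adjustment, threshold 0.05). The interaction of feeding and tissue was tested on the differences between liver and each adipose tissue within a goose, which makes the goose a block. limma's prior degrees of freedom were 3.26 in liver, 2.88 in abdominal adipose and infinite in subcutaneous adipose for mRNAs, beside 4 residual degrees of freedom. For the comparisons between tissues, the residuals of the same goose were correlated across 10116 genes: r was 0.360 to 0.549 for the pairs of adipose libraries and 0.028 to 0.271 for liver and adipose.

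Sets of genes were tested with limma's camera (preset correlation 0.01) and fry, on 21 lists. Genes named in the text are those in the paper's text, tables and figures, with the members of its FADS, PI3K and PKG families added by symbol. Added per tissue were the 3 genes with the largest rise and the 3 with the largest fall, or 2 in each direction for lncRNAs in liver. These had to pass the threshold without overlap between groups. Eligible mRNAs also had a mean FPKM above 1 and a symbol other than a LOC name. Variance shares came from mixed models in lme4 1.1.37 on the principal components holding 60% of the variance. Clustering used average linkage on 1 minus Pearson's r. Correlations between lncRNAs and mRNAs used exact permutations of the 6 livers. Marker lists of 8 cell types were compared with 10000 random lists drawn from 20 expression bins. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest. The test was tried on data simulated from the liver means and spreads, with independent errors and 200 of 11752 genes changed. It recovered 0% of changes of 1 on the log2 scale, 85% of changes of 2 and 96.5% of changes of 4. There were 11 false calls among 204 in the last case, and the interaction test recovered 92.5% of changes of 4.

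The alternatives were another pseudocount, another minimum FPKM or none, median centring and quantile normalization of the libraries, a fit of all 18 libraries, a block on the replicate number, a 2-fold minimum, and leaving out each replicate. For variance shares and correlations they were FPKM without the log, another number of components, unit variance, Spearman's rho and a minimum FPKM. Phenotype and serum values, the enrichment of GO terms and KEGG pathways by the authors' tool, and lncRNA types were not analysed here.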

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

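All tests in this part were chosen as tests of explanations only after the results were seen. Median centring and leaving out each replicate were among the alternatives set beforehand.

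The response to high-intake feeding differed between liver and abdominal adipose in 9 genes and between liver and subcutaneous adipose in 219 genes (limma interaction, adjusted p under 0.05), a test the paper does not report. Centring each library on its median left 9 genes in the first comparison, the same ones, which argues against the scaling of the libraries as the whole cause. They were GABRA4, LOC106033299, CHODL, OCA2, RBP7, CDHR5, GPT2, SKAP1 and SOCS1. For liver against subcutaneous adipose, leaving out goose C2 left 8 genes, while leaving out each of the other geese gave 281 to 534. This is consistent with the control subcutaneous library C2-SA as the source of most of the 219, and median centring left 69. For liver against abdominal adipose the calls depended on several geese: of the 9 genes, the fits without C2 and without C3 kept 0 (1458 and 1101 genes had an unadjusted p under 0.05), those without C1, T3 and T1 kept 2, 3 and 4, and the one without T2 kept 9. In each comparison only 1 of the 10 splits of the 6 geese gave as many genes, the real one, and 10 splits cannot give a share under 0.1. A tissue difference in the response to feeding remains possible for the first 9 genes and was not tested on other geese.

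GPT2 had a log2 change of 4.52 in liver, the largest rise among the DEGs eligible for naming, and the paper does not discuss it. After median centring of the libraries the change was 4.48 (adjusted p = 0.0166, limma), so the scaling of the libraries is excluded as the whole cause. The change was higher in liver than in abdominal adipose by 3.25 (adjusted p = 0.025) and than in subcutaneous adipose by 3.91 (adjusted p = 1.2e-04). Whether the latter holds without goose C2 is not reported. GPT2 lost its call without C1-L, where the adjusted p was 0.068. An effect of feeding on the liver stays open as a hypothesis from the same data, and so do other differences between the 2 groups of geese.

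OCA2 had a log2 change of 2.93 in abdominal adipose, a gene the paper does not discuss, with FPKM values of 0.110 to 0.197 in control and 5.07 to 10.8 in high-intake geese. It was listed at 0 or below 0.029 in all 6 livers. Median centring left 2.80 (adjusted p = 0.0253, limma), which argues against scaling as the whole cause. In the 6 fits without 1 library the adjusted p was between 0.0194 and 0.187. Subcutaneous adipose moved in the same direction, though all 3 geese of a group are the same in both tissues, so this is not a second sample. Whether nerve or pigment cells in the samples carry this transcript was not tested.

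SUN1 was listed at 0 in the 3 control subcutaneous adipose libraries and at 38.6 or more in the 3 high-intake ones. Estimates that failed may explain this: 2 of the liver and abdominal adipose libraries, C1-L and T1-AA, list SUN1 at 0 beside libraries of their own group above an FPKM of 10, the test for abundance estimates that failed. All 3 control libraries failing by chance alone was not tested, and a difference in expression stays open.

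The lncRNA XLOC_083589 was listed at 0 in the 3 control livers and in all adipose libraries, and at 3.36 or more in the 3 high-intake livers. The paper does not discuss it. It lost its call in 3 of the 6 fits without 1 library. No technical explanation was tested for it, and an effect of feeding on the liver was tested on these 6 livers only.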

How the results depend on the processing

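The splits of the samples were counted only after the results were seen. For each count of genes below, the real grouping was compared with the 10 splits of the 6 libraries or geese. It alone, 1 of the 10 splits, gave as many calls for feeding in each tissue and for lncRNAs in liver and abdominal adipose, and the same held for the interactions and the 6 comparisons of tissues, where it was also 1 of the 4 splits that part both tissues of each goose. For lncRNAs in subcutaneous adipose 10 of the 10 splits gave as many. For lists of pathway genes 3 of the 10 splits gave at least the 14 of liver, 1 the 18 of abdominal adipose and 2 the 14 of subcutaneous adipose. With 10 splits no result can give a share under 0.1.

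The counts of DEGs depended on single libraries. Across the fits that each left out 1 library, feeding gave 0 to 238 genes in liver, 0 to 245 in abdominal adipose and 4 to 715 in subcutaneous adipose, and 0 to 9, 2 to 6 and 0 to 12 lncRNAs. The lowest counts came without C1-L, C3-AA and C2-SA for genes, and the highest without T3-L, C1-AA and C1-SA. Between liver and subcutaneous adipose of control geese the counts ran from 2239 to 7040, between the adipose tissues from 1 to 132 in control and from 1 to 4 in high-intake geese, and for the interactions from 0 to 29 and from 8 to 534. These fits hold fewer geese, and why some counts rose was not tested.

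Without a filter the counts for feeding were 80, 0 and 1 genes and 1 lncRNA in liver and 2 in abdominal adipose, and for the adipose tissues of control geese 5. With a minimum FPKM of 1, subcutaneous adipose gave 154 and the control adipose tissues 147. A fit of all 18 samples gave 490, 170 and 173 genes and 64, 14 and 231 lncRNAs for feeding. Median centring gave 6 genes in abdominal and 38 in subcutaneous adipose, 3 lncRNAs in subcutaneous adipose, 75 genes between the control adipose tissues and 69 for the interaction of liver and subcutaneous adipose, and quantile normalization gave 5 and 5 genes in the adipose tissues. A 2-fold minimum gave 159 genes for feeding in subcutaneous adipose, 4318 between liver and abdominal adipose of control geese, and 4283 and 4300 for liver and the adipose tissues of high-intake geese. A pseudocount of 1 left 0 lncRNAs in liver, and one of 0.1 gave 66 and 10 genes between the adipose tissues. Under fry the lists of pathway genes numbered 7, 11 and 0. The cause was not tested for any of these settings.

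The goose as a block changed the comparison of the control adipose tissues from 37 to 386 genes and no other comparison of tissues by over 1.5 times, and interactions without that block gave 17 and 27 genes. Control and high-intake geese share only a replicate number. Their residuals of the same number had a mean r of -0.059 in liver, 0.084 in abdominal and 0.203 in subcutaneous adipose, so the number was not used as a pairing. With it as a block, feeding gave 1 gene in liver, 0 in abdominal adipose, 0 lncRNAs in liver and 4 in subcutaneous adipose, and 15 of the 39 named results for single genes lost their call.

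For the variance shares of mRNAs, FPKM without the log gave 0.675 for tissue and 0.043 for tissue by feeding, unit variance gave 0.682, 0.187 for feeding and 0.0089 for tissue by feeding, and leaving out C2-SA gave 0.897, 0.073 and 0.0073. For lncRNAs the values without the log were 0.189, 0.056 and 0, with unit variance 0.534, 0.120 and 0.178, with components to 80% of the variance 0.538 and 0.085 for tissue and feeding, and without C2-SA 0.785 for tissue and 0.062 for tissue by feeding. The cause was not tested.

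For the correlations, in the order liver with abdominal adipose, liver with subcutaneous adipose and both adipose tissues, FPKM without the log gave 0.248, 0.228 and 0.931 for mRNAs of control geese and 0.247, 0.185 and 0.947 for those of high-intake geese. For lncRNAs it gave 0.887, 0.899 and 0.971, and 0.955, 0.953 and 0.998. Spearman's rho for liver with both adipose tissues was 0.797 and 0.786 in control and 0.808 and 0.787 in high-intake geese for mRNAs. For lncRNAs it was 0.504 for liver with abdominal adipose of control geese, and 0.464, 0.448 and 0.832 in high-intake geese. With genes of a mean FPKM above 0.1, the mRNA values of liver with adipose were 0.695 and 0.694, and 0.721 and 0.687, and the lncRNA values 0.449 in control, and 0.417, 0.393 and 0.860 in high-intake geese. Liver with adipose stayed below both adipose tissues under each of these settings. The share of genes reaching a given FPKM was 64.5% at 1 and 92.3% above 0. Over all 18 samples 4 pairs of Table S3 had the same sign and a p under 0.05, where 6 livers gave 1. The 18 samples share geese and differ in tissue, so these p-values cannot be told apart from tissue differences. For C2-SA, the lymphocyte list passed its threshold with a pseudocount of 0.1 (0.32) and reversed to -0.053 against all other adipose samples, and the erythrocyte list passed against those samples (-1.23).

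Among 39 named results for single genes, a pseudocount of 0.1 weakened 2 and strengthened 2, as did median centring, and a pseudocount of 1 weakened 2 of 3 lncRNA results. In the fits without 1 library, 157 were unchanged, 69 fell out of the calls, 4 entered them and 2 reversed: PGM1 in liver ran from -0.28 to 0.48, with -0.20 without C3-L and the lowest value without T1-L. The ratio of the mean FPKM moved 11. Among 20 medians of lists, fry weakened 10 and median centring 1, and the fits without 1 library weakened 7, strengthened 2 and reversed 1, the mitochondrially encoded list in liver, which ran from -0.81 to 0.032, the highest without T2-L. The unknown depth leaves open how much of the spread at low FPKM is counting error.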

Differences from the paper's values

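The paper's DEGs came from Cuffdiff and those here from limma on log2 values. The paper's genes above an FPKM of 0.1 numbered 13815, 15829 and 18839 in liver, abdominal and subcutaneous adipose. Here 11752, 12526 and 13264 were tested, all protein-coding. In simulated livers limma recovered 0% of changes of 1 on the log2 scale. How much of the gaps these differences explain was not tested. For DEGs of feeding, the paper's 1930 in liver compares with 257, the paper's 1045 in abdominal adipose with 11, and the paper's 891 in subcutaneous adipose with 283. None of the alternatives set before the data were examined closed the gap in liver or abdominal adipose, where they gave at most 490 and 245. In subcutaneous adipose the fit without C1-SA, with 715, came within 1.5 times of the paper's number, and no other did. For lncRNAs the paper's 302, 52 and 41 compare with 10, 4 and 0. None of those alternatives closed these gaps, with 64 and 14 at most in liver and abdominal adipose, and 12 or fewer or 231 in subcutaneous adipose.

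Between both adipose tissues, the paper's number of about 400 DEGs compares with 37 in control and 6 in high-intake geese. With the goose as a block, control geese gave 386, the only alternative within 1.5 times, and none was for high-intake geese. For lncRNAs with an FPKM above 0.1, the paper's 1570 in liver and 1662 in abdominal adipose compare with 812 and 1019. No alternative was set for these. Counted in any library, chosen after seeing the values, there were 1013 and 1271, the second within 1.5 times of the paper's number.

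For the variance share of tissue in mRNAs, the paper's 0.47 compares with 0.856, and FPKM without the log (0.675) and unit variance (0.682) came within 1.5 times, while leaving out C2-SA did not. Components to 80% are the same 3 components for mRNAs, so that setting is no alternative there. The paper's 0.16 for tissue by feeding in mRNAs compares with 0.0038, and no alternative closed the gap. The paper's 0.16 for feeding in lncRNAs compares with 0.099, and leaving out C2-SA (0.107) and unit variance (0.120) came within 1.5 times, unlike FPKM without the log and components to 80%.

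The paper's fold changes of MDH2 lie near log2 values, so SCD was compared on the log2 scale: the paper's 3 in liver compares with a log2 change of 4.20. Leaving out C3-L (3.16) or T1-L (3.70) brought it within the error, and none of the other alternatives run for single genes did. The paper's average of 8.5% DEGs among neighbours of lncRNAs compares with 1.76% in liver, and no alternative was set for it. The former is an average over types of lncRNA and rests on the paper's longer list of DEGs, so the measures differ.

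In Fig. 2b, read by eye, the mean correlation of mRNA profiles in control geese is about 0.8 between liver and abdominal adipose and about 0.79 between liver and subcutaneous adipose, beside 0.745 and 0.741 here. For lncRNA profiles it is about 0.50 between liver and abdominal adipose of control geese and about 0.46 in high-intake geese, beside 0.555 and 0.524, about 0.83 between both adipose tissues of high-intake geese, beside 0.889, and about 0.45 between their liver and subcutaneous adipose, beside 0.505. Spearman's rho brought all 6 within the error, and neither FPKM without the log nor the minimum FPKM did so for any.

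Among the paper's correlations of Table S3, XLOC_026991 with B3GALT2 is the paper's -0.994 beside -0.775, XLOC_031116 with NCS1 the paper's 0.986 beside 0.597, XLOC_025867 with DERL1 the paper's 0.974 beside -0.764, XLOC_005028 with HOXA10 the paper's 0.96 beside 0.014, and XLOC_189739 with RASSF8 the paper's 0.952 beside -0.593. None of the alternatives closed these 5 gaps. For XLOC_292472 with FERMT2 the paper's 0.977 compares with 0.218, and 0.908 over all 18 samples was within the error. For XLOC_140330 with FRMD4B the paper's 0.969 compares with 0.938, and 0.980 on FPKM without the log was within the error.

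The paper ranks liver first by number of DEGs, with subcutaneous adipose last, whereas subcutaneous adipose gave 283, liver 257 and abdominal adipose 11. Liver came first, as in the paper, with a minimum FPKM of 1, without a filter, after median centring (304 against 38 in subcutaneous adipose), after quantile normalization (335 and 5), in the fit of all 18 samples (490 and 173), with a 2-fold minimum (177 and 159), and without replicate 2 of the control geese or replicates 2 or 3 of the high-intake geese. Subcutaneous adipose was below abdominal adipose in none of the settings. Counts at an unadjusted p under 0.05 followed the paper's order in the main setting, with 2833 in liver, 2545 in abdominal and 1703 in subcutaneous adipose. For the same tissues they were 1966, 1685 and 3008 in the fit of all 18 samples. They were 2386, 2713 and 1550 with the replicate number as a block, and 1960, 3226 and 3037 without replicate 1 of the control geese. The other settings kept the paper's order. The paper puts tissue by feeding second among the sources of variance of mRNAs and feeding second for lncRNAs, and here the order was the opposite in both, with 0.085 for feeding in mRNAs and 0.134 for tissue by feeding in lncRNAs. For lncRNAs the paper's order appeared without C2-SA (0.107 for feeding, 0.062 for tissue by feeding) and on FPKM without the log (0.056 and 0), and for mRNAs in no alternative. The paper states, for liver and adipose together, that phosphoglucomutase-1 rose and that glycolysis rose strongly. The glycolysis list was higher past the threshold in abdominal adipose (adjusted p = 1.0e-05, limma camera) and subcutaneous adipose (0.022, not under fry), and in liver it did not pass (0.128) except without T2-L. The log2 change of PGM1 was 0.10 in liver (adjusted p = 0.905, limma) and 0.78 in each adipose tissue (0.198 and 0.553), with no call. The alternatives run for single genes were another pseudocount, median centring, a block on the replicate number and leaving out each replicate. The paper states that APOB was regulated. Its log2 change in liver was -0.27 (adjusted p = 0.570, limma), and none of these alternatives called it there. In subcutaneous adipose its change was -1.10 (adjusted p = 0.115, limma), past the threshold in 1 of the 6 fits without 1 library. MDH2 in liver did not pass (adjusted p = 0.0509), but did with a pseudocount of 0.1, after median centring and without T2-L. SCD was not called in liver by any alternative run for single genes, and in abdominal adipose, among those, only without C1-AA. FERMT2 and XLOC_292762 were not called in liver by any alternative run. PI3K genes went both ways, 4 and 4. PIK3R1 was called with a pseudocount of 0.1, after median centring and without T3-L. PRKG1 and PRKG2 were called in liver by none of the alternatives run for single genes. The paper places pairs of Table S3 within 10 kb, and 5 of 9 lie on different scaffolds in the annotation of the files. The paper ties the lower DEGs of liver more to immune response, and none of the 3 lists on immunity, complement and coagulation or inflammation passed in liver (adjusted p from 0.293 to 0.992, limma camera).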

Other observations

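Apart from those of skin and skeletal muscle in C2-SA, the tests in this part were chosen only after the result was seen.

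The control subcutaneous adipose library C2-SA stood apart from the other adipose libraries. Skin markers did not rise in it beyond random lists of matched expression (percentile 27.5), which argues against skin, and skeletal muscle markers lay at percentile 2.64, which argues against muscle. Their most abundant genes were PPL, at an FPKM of 49.5 beside 149 and 127 in C1-SA and C3-SA, and FBXO32, at 3.61 beside 12.4 and 7.93. These falls match the drop of abundant genes in the whole library and are no evidence on either tissue. Of the skin and muscle genes compared, 7 of 30 and 3 of 36 were above an FPKM of 1 in the other samples. Lower depth would leave more genes listed at 0, but C2-SA had the fewest, 1.52% of mRNAs against at least 3.05% in the other 17 libraries. Reads spread over the whole genome, as from genomic DNA, may be part of the cause. Such reads should lift nearly all silent genes, and 90% was asked for: 99.6% of 246 silent lncRNAs reached an FPKM of 0.1, but 75.8% of 862 silent mRNAs did. The lncRNAs were assembled from these same libraries. Those silent outside control subcutaneous adipose would hardly have been assembled without its reads, so neither their share nor their level is an independent test. The share of mRNAs, which come from the reference annotation, fell short of 90%. When this split was seen, the outcome was set to undecided. The silent mRNAs would need 28.2% of all fragments to be spread evenly over the assembly and the silent lncRNAs 50.7%, while genes above an FPKM of 10 kept 38.1% of their level at the median. Genomic DNA and another source of low-level reads cannot be told apart for this library. C3-SA showed the same trend more weakly. The library moved the count of DEGs of feeding in subcutaneous adipose from 283 to 4 when left out, against 115 to 715 without each other library there, which is consistent with C2-SA as the source of most of these calls. How it produced them was not tested.

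Hepatocyte transcripts appeared in adipose libraries. The median over 19 hepatocyte genes was 4.08% of the liver level in T3-AA, 1.35% in C1-SA, 1.05% in C1-AA, 0.909% in T1-AA and 0.520% or less in the others. Within T3-AA the share varied little between genes, with an upper quartile 1.64 times the lower one, where a ratio below 2 was asked for. The ratio was also below 2 in C1-AA, C3-AA, C1-SA, C2-SA, C3-SA and T3-SA, and above 2 in C2-AA, T1-AA, T2-AA, T1-SA and T2-SA. The criterion therefore does not single out T3-AA. Liver RNA or liver reads carried over into T3-AA remain possible, and expression of these genes in adipose was not excluded.

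Among genes with a median FPKM above 10, 71 values were exactly 0, while 3 were above 0 and below 1% of the gene's median. Low expression should leave values near 0 as well, so this is consistent with abundance estimates that failed. None of the DEGs of liver or abdominal adipose and 5 of the 283 in subcutaneous adipose held such a value. ALB was listed at 0 in 5 of 6 livers and at 9871 in T2-L.

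RBP7 was higher in high-intake livers by 1.17% of its level in adipose. Adipose tissue carried over into these livers would raise other adipocyte genes as well. At first 2 genes, PLIN1 and ADIPOQ, met the criterion, which was widened after the result was seen to add PNPLA2. The median rise of these 3 genes was 11.9% of the rise needed and the highest 19.1%, which argues against carry-over as the whole cause. Expression in liver cells remains a possible explanation and was not tested.

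SAA2, singled out after its values were seen, had FPKM values of 169, 291 and 86.3 in control livers, of 12421, 43097 and 1291 in high-intake livers, and of 3339 in T2-AA. LOC106029504 (class I histocompatibility antigen, F10 alpha chain-like), also singled out, was at 45.1, 203 and 62.7 in liver, abdominal and subcutaneous adipose of goose C2, and at 6.46, 12.8 and 16.7 in those of goose T3. In the other geese it was at most 0.244. No biological explanation was tested.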
